# Neonatal thyroxine activation modifies epigenetic programming of the liver

**DOI:** 10.1038/s41467-021-24748-8

**Published:** 2021-07-21

**Authors:** Tatiana L. Fonseca, Tzintzuni Garcia, Gustavo W. Fernandes, T. Murlidharan Nair, Antonio C. Bianco

**Keywords:** DNA methylation, Thyroid gland

## Abstract

The type 2 deiodinase (D2) in the neonatal liver accelerates local thyroid hormone triiodothyronine (T3) production and expression of T3-responsive genes. Here we show that this surge in T3 permanently modifies hepatic gene expression. Liver-specific Dio2 inactivation (Alb-D2KO) transiently increases H3K9me3 levels during post-natal days 1–5 (P1–P5), and results in methylation of 1,508 DNA sites (H-sites) in the adult mouse liver. These sites are associated with 1,551 areas of reduced chromatin accessibility (RCA) within core promoters and 2,426 within intergenic regions, with reduction in the expression of 1,363 genes. There is strong spatial correlation between density of H-sites and RCA sites. Chromosome conformation capture (Hi-C) data reveals a set of 81 repressed genes with a promoter RCA in contact with an intergenic RCA ~300 Kbp apart, within the same topologically associating domain (*χ*^2 ^= 777; *p* < 0.00001). These data explain how the systemic hormone T3 acts locally during development to define future expression of hepatic genes.

## Abstract (web summary)

Whether thyroid hormones affect gene expression via DNA methylation is not well known. Here the authors show that type 2 deiodinase (D2) converts T4 to produce T3, which prevents DNA methylation of discrete areas in the neonatal liver. In the absence of D2, DNA methylation occurs and is associated with reduced chromatin accessibility in promoters and enhancers and affects gene expression.

## Introduction

Thyroid hormone (TH) regulation of gene expression involves binding to nuclear receptors (TR) that are attached or may be directed to TH responsive elements (TREs). This is followed by recruitment of transcriptional coregulators that modify histones and chromatin accessibility to transcriptional enzymes^1^; noncanonical pathways that do not require binding to TREs might also be involved^2^. The genomic actions of TH signal promote localized transition of the chromatin from a tightly folded and less transcriptionally active structure known as heterochromatin to a more loosely folded and active structure known as euchromatin^3–6^. As these processes involve histone modifications, regulation of gene expression by TH is largely fluid, with the rate of transcription of TH-regulated genes fluctuating rapidly according to the levels of the biologically active T3 in the cell nucleus.

In the absence of T3, most unoccupied TRs (uTR) remain attached to TREs, where they form complexes with transcriptional co-repressors to pack the DNA. Examples of uTR-recruited co-repressors include nuclear receptor corepressor 1 (NCoR1) and the silencing mediator of retinoid and thyroid hormone receptors (SMRT; NCoR2), which recruit deacetylases (e.g., HDAC3), methyl transferases (e.g., HMT), and kinases (e.g.,protein kinase B [PKB; aka Akt]) to activate facultative heterochromatin formation and inhibit gene transcription^7,8^. Methylation of H3K9, reduction of H3R17 methylation and of phosphorylation/acetylation of H3S10/K14 are all examples of specific histone modifications triggered by uTRs that inhibit transcription^9^.

uTRs are known to remain bound to TREs and have repressive effects on gene transcription. Nonetheless, exposure of cells to T3 directs additional TR units to TREs, and shifts TRs association from co-repressors to co-activators; these include steroid receptor coactivator (SRC) family, CBP/p300 or CARM1/SNF5, promoting transcriptional activity. In general, the chromatin modifications induced by T3-TR are the opposite of those caused by uTR, e.g., demethylation of H3K9, methylation of H3R17 and phosphorylation/acetylation of H3S10/K14^9,10^. As a result, the T3-TR not only de-represses but also trans-activates transcription of target genes^1^. T3-TR can also activate gene transcription via long-distance enhancer hyperacetylation, a mechanism that depends on the chromatin context^11^.

Less is known about TH regulation of gene expression via DNA methylation, a process that can also result from histone methylation^12,13^, and can affect the expression of gene clusters as opposed to a single target gene^14^. In general, the effects of DNA methylation on gene expression last longer when compared to histone modifications, and are involved in developmental transitions such as amphibian metamorphosis and mammalian organogenesis^15^, both processes typically sensitive to TH^16,17^.

To regulate the timing and intensity of TH signaling on an organ/tissue-specific fashion, developing cells express TH deiodinases, that can both activate (D2) or inactivate (D3) TH. In the embryo, circulating T3 is kept at relatively low levels and tissues predominantly express D3. However, D3 activity diminishes towards birth at the same time that, in some tissues, D2 activity is selectively boosted. A unique blend of D3 and D2 activities seen during this transition independently controls the levels of nuclear T3 in each tissue, hence the timing and intensity of the TH signaling. In the mouse, this process may extend well into the post-natal period given that circulating T3 levels remain low (P1≪P10) through post-natal day 10 (P10)^18,19^. Indeed, peaks of D2-T3 that enhance TH signaling are seen through this period on a tissue-specific basis^3^, e.g., embryonic day 17 (E17)-P1 in brown adipose tissue (BAT)^20^, or P15 in the cochlea^21^.

In the developing liver there is a D2-T3 peak (P1–P2) that briefly doubles T3 content^22^ that coincides with the time of C/EBPa-induced maturation of the bi-potential hepatoblasts into hepatocytes^23^; Dio2 expression in liver is silenced thereafter^22^. This spike in TH signaling is critical for post-natal liver maturation given that liver-specific Dio2 inactivation (Alb-D2KO) was associated with the formation of 1,508 CpG sites of DNA hypermethylation (H-sites) of the adult Alb-D2KO liver genome^22^. As a result, the adult Alb-D2KO liver response to high-fat diet (HFD) is affected^22^; the Alb-D2KO mice exhibit reduced susceptibility to obesity, liver steatosis, hyperlipidemia and alcoholic liver disease^22,24^.

Hepatocytes normally undergo post-natal epigenetic reprogramming, including changes in DNA methylation, which are the result of terminal differentiation of hepatocyte precursors^25,26^. For example, between E18.5 until adulthood, ~200,000 CpGs changed DNA methylation by >5%, and ~20,000 CpGs by >30%. These changes in DNA methylation occurred primarily in intergenic enhancer regions and coincided with the terminal differentiation of hepatoblasts into hepatocytes^25,26^.

Here, we show that during the last steps of the hepatoblast maturation, a transient surge in D2-mediated T3 signaling interferes with the epigenetic remodeling of hepatocytes, permanently modifying the transcriptome in adult mice. In the absence of this T3 surge, there is a transient (neonatal) increase in H3K9me3 and permanent hypermethylation of discrete DNA areas, which are strongly associated with reduced chromatin accessibility and repression of ~1500 genes in the adult mouse liver. Gene repression involves reduction of chromatin accessibility in distant areas that operate as remote enhancers, located within the same topologically associating domain. These studies explain how D2 locally modifies T3 signaling during development to define future hepatic gene expression.

## Results

Two mechanisms could explain the formation of the 1508 H-sites found in the adult Alb-D2KO liver: (i) defective neonatal DNA demethylation and/or (ii) de novo neonatal DNA methylation, around P1-P5 but before P10, when circulating T3 reached adult levels. To resolve this, we studied the coordinates of the H-sites (Supplementary Table 1) vs. those of thousands of hepatic DNA sites that are normally demethylated during the P1–P21 time frame^25^. Only 25 H-sites were among those that are normally demethylated (Supplementary Fig. 1A), indicating that almost all H-sites in the Alb-D2KO liver resulted from de novo DNA methylation.

### How were the H-sites formed in the Alb-D2KO liver?

Liver-specific Dio2 inactivation reduces T3 content and T3 signaling in the P1-P5 liver^22^. A predominance of unoccupied thyroid hormone receptors (uTR) has been shown to foster a histone environment that has been linked to de novo DNA methylation in a number of developmental settings by recruiting co-repressors that triple-methylate H3K9^9,12,13,16^. Thus, we tested if this could explain the formation of H-sites in the liver of Alb-D2KO by performing a liver ChIP-seq of H3K9me3 in P1, P5, and adult Alb-D2KO mice. Indeed, we found at least 86 H-sites in the Alb-D2KO liver transiently imbedded in H3K9me3-enriched areas that were only present in the Alb-D2KO chromatin (Supplementary Table 1); these sites are hereinafter referred to as HH-sites (Fig. 1a). Sixty-six HH-sites were identified in P1 and 51 in P5; in some cases, H-sites remained surrounded by areas enriched with H3K9me3 throughout the P1 and P5 period. In the adult mice, the differences in H3K9me3 enrichment level between control and Alb-D2KO mostly dissipated, remaining only around 16 of the 86 HH-sites. This dynamic is illustrated in the 20 HH-sites identified on the qA1.2 segment of Alb-D2KO chromosome 12 (Fig. 1a). Within this segment, there was an ~80 Kbp island of intense enrichment of H3k9me3 on P1 and P5; the differences in H3K9me3 dissipated in the adult mice; a smaller 14Kbp island with 5 HH-sites that behave similarly was observed 2 Mbp upstream (Supplementary Table 1).

**Fig. 1:**
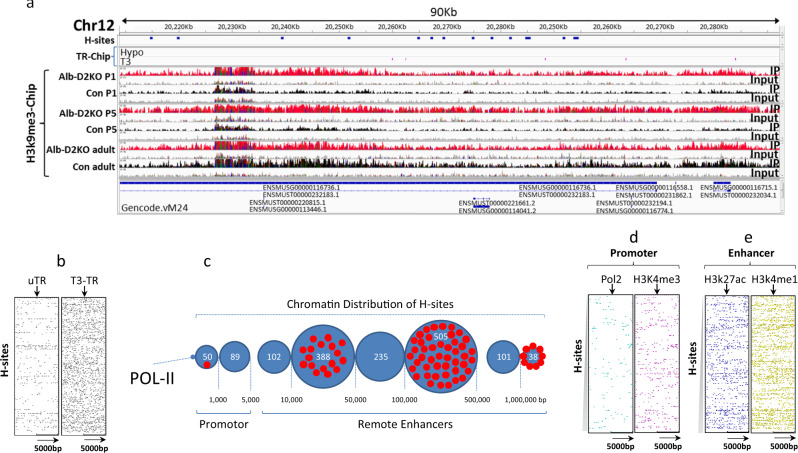
DNA hypermethylation sites (H-sites) in the ALB-D2KO mouse liver chromatin. **a** browser IGV image of the indicated portion of the mouse chromosome 12 containing 15 H-sites; the following tracks contain ChIP signals for: (top to bottom) H-sites (blue), TR ChIP-seq peaks (hypo and T3-treated - pink), H3K9me3 ChIP-seq peaks in Alb-D2KO (red) and control (black) P1, P5 and adult mice; the input track is shown in gray; a close-up picture of a single H-site is shown in Supplementary Fig. 1B; during optimization of the experimental conditions the pull down was repeated 8 times with different samples; hence replication of experiment (repeating the whole experiment) was not performed as the figure shows data from 12 P1 mice and 6 P5 mice; for adult animals, the figure shows data from 6 mice. **b** heat-maps of H-sites vs. TR ChIP-seq peaks in liver; the *x*-axis contains the TR peak coordinates at the center +/– 5 Kbp and the *y*-axis contains the H-site coordinates; the H-site coordinates start at the top and progresses downwards in the following order: Chr 1 through Chr 9, Chr X, Chr 10 through Chr 19; each dot in the heat-map indicates an H-site and its relative distance to a TR peak (center); Hypo indicates TR ChIP peak coordinates obtained from hypothyroid mice, and +T3 indicates TR coordinates obtained from T3-treated mice; **c** distribution of H-sites as a function of polymerase II (pol-II) ChIP-seq peak locations; the numbers at the bottom indicate the distance in base pairs (bp); H-sites are within the *promoter* if up to 1 Kbp; the H-sites are grouped in blue circles according to the distance bracket; the numbers of H-sites in each bracket is indicated inside the blue circles, in white; red dots are H-sites imbedded in areas enriched with H3K9me3 during P1-P5; **d** same as in **b**, except that Pol-II and H3K4me3 (core promoter makers) ChIP-seq peaks were placed at the center of each respective heat-map; **e** same as in **b**, except that H3K27ac and H3K4me1 (enhancer makers) ChIP-seq peaks were placed at the center of each respective heat-map.

These results support the idea that during the first few days of life, discrete areas of the Alb-D2KO liver chromatin are enriched with H3K9me3, reflecting an environment that favors the methylation of neighboring DNA sites (H-sites). Here, we captured two snap shots, i.e., P1 and P5, of a process that could last until circulating T3 reached adult levels, i.e. around P10^18,19^. The transient nature of the H3K9me3 pockets and the durability of the H-sites could explain why we only observed their association in 86 cases, given that we only looked at two neonatal time-points.

That liver D2 is only expressed during the first few days of life and the H-sites are only present in the Alb-D2KO livers constitute evidence that formation of H-sites is inherently connected with reduced T3-signaling^22^. Thus, we next wished to define the relationship between H-sites and TRs in the liver. As we were not able to identify high-quality anti-TR antibodies that could be used to successfully prepare a ChIP-seq library in P1 and P5, we reanalyzed two sets of published liver ChIP-seq data obtained with anti-TR antibodies that are no longer available—one from adult hypothyroid mice, in which uTRs predominate over T3-TRs, and the other from T3-treated adult mice, in which T3-TRs predominate over uTRs,^27^. We used these datasets to assess the density of uTRs or T3-TRs in the proximity of H-site coordinates. The resulting heat-maps revealed that while only ~10% of the H-sites were flanked by uTRs in the hypothyroid liver (Fig. 1b), >90% of the H-sites were flanked by T3-TR; T3 has been shown to recruit a larger number of TR units to the TH responsive elements (TRE) (Fig. 1b).

Further assessment of the uTRs and T3-TRs revealed that the sample of 86 HH-sites we identified on P1 and P5 was only flanked by 7 uTRs (within 10 Kbp). In contrast, the same sample of HH-sites was flanked by T3-TRs in 69 occasions (Supplementary Table 1). For example, no uTRs were identified on the qA1.2 segment of Alb-D2KO chromosome 12, or the smaller upstream chromatin area. In contrast, both areas combined presented 9 T3-TRs (Supplementary Table 1). It is thus conceivable that uTRs might not play a decisive role in triggering H-site formation in this setting. Instead, it is more likely that the neonatal D2-mediated enrichment of the liver chromatin with T3-TR sustains recruitment of co-activators and preserves an environment unsuitable for the discrete methylation of H-sites, illustrated by the lower levels of H3K9me3 (Fig. 1a).

### Location of the H-sites in the Alb-D2KO liver chromatin

To refine the localization of H-sites in liver chromatin, we first annotated the H-sites coordinates and found widespread distribution throughout the genome (Supplementary Data 1). We next reanalyzed published hepatocyte chromatin immunoprecipitation-sequencing (ChIP-seq) data of multiple chromatin markers^28^ and contrasted with the H-sites coordinates. Proximity analysis revealed that only few H-sites were located within the core promoter marker Pol-II ChIP peaks; most of the H-sites was found between 5–500Kbp of the Pol-II peaks (Fig. 1c). This distant relationship with core promoters is illustrated in heat-maps in which the coordinates for Pol-II ChIP peaks and an additional core promoter marker H3K4me3 were plotted against the H-sites coordinates (Fig. 1d)^25,29^. The low H-site density in the vicinity of these chromatin markers supports that most are not located in core promoter regions. That most H-sites are likely to be located in remote enhancer regions is suggested by their high density and proximity around the known primed and active enhancer markers, respectively H3K4me1 and H3K27ac (Fig. 1e)^25,29^.

### Reduced chromatin accessibility in the adult Alb-D2KO liver chromatin

Tissue- or cell type-specific DNA hypermethylation is frequently associated with areas of stable heterochromatin, i.e., reduced chromatin accessibility, and has been implicated in the control of gene expression during development^30^. 

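ATAC-seq marks accessible DNA by letting a transposase insert sequencing adapters wherever chromatin is open. The mice compared were controls and Alb-D2KO mice, in which Dio2, the gene of the type 2 deiodinase, is inactivated in hepatocytes. Each library was made from 50000 nuclei of frozen adult liver, and 4 control and 4 Alb-D2KO libraries were studied. The authors removed adapters, aligned the paired-end reads to the mm10 build of the mouse genome, and dropped chimeric, duplicate, supplementary and poorly mapped alignments. Open regions were called with the peak caller Genrich on libraries grouped together, leaving out regions blacklisted from calls on single libraries. Regions of one genotype that overlapped no region of the other were then kept by subtraction. The data at the claims that concern chromatin accessibility are the 2 region lists this gave, one of regions open in control and not in Alb-D2KO liver, called RCAs (reduced chromatin accessibility), and one of regions open only in Alb-D2KO liver. Each region comes with its position, its summit, the area under the curve (AUC) that the peak caller gives its signal, a score made from that area, and the −log10 p and q of the summit. These values are the authors' own and were used to describe, rank or filter regions within a list. Because the libraries of a genotype were pooled, no region has a replicate error, and the regions, genes and chromosomes that enter the tests are not animals. The lists hold no read counts, so the depth of the libraries is unknown, and of the regions shared by both genotypes only the number is known, from the region numbering. From the lists onwards, each region was placed in the first class it met of promoter (within 200 bp of an annotated transcription start site), exon, intron and intergenic sequence, using the GENCODE M21 annotation of mm10. The width of the promoter window and the smallest AUC accepted were the choices that could change the counts most. At Dio2 itself, on chromosome 12 from 90724552 to 90738438 on the minus strand, neither list held a region within 5 kb of the gene.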

To test if this was case in the Alb-D2KO liver, we used the transposase-accessible chromatin assay followed by high-throughput sequencing (ATAC-seq) of both adult control and Alb-D2KO mouse liver nuclei (Fig. 2a). To generate the ATAC-seq libraries we used high-quality nuclei extracted from frozen adult liver that were quality checked by light microscopy (Fig. 2a). The ATAC-seq libraries yielded the expected fragment length distribution, with the majority of fragments representing areas of inter-nucleosome open chromatin, with progressively fewer large sized fragments representing mono and oligo-nucleosomes (Fig. 2a).

**Fig. 2:**
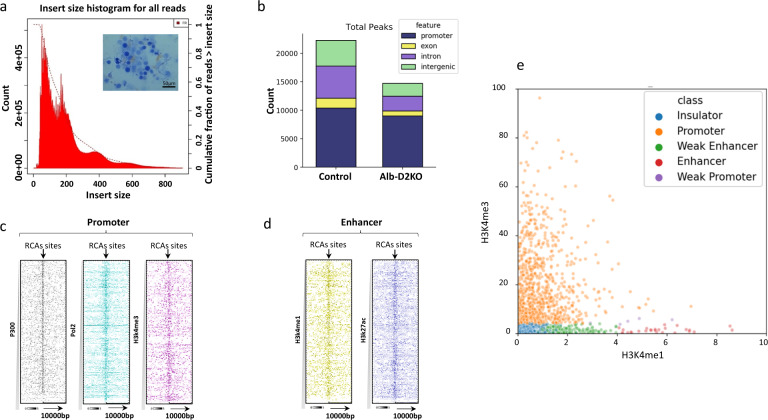
Reduced chromatin accessibility (RCA) in the ALB-D2KO mouse liver nuclei. **a** the inset contains a representative image of isolated liver nuclei (40x) before adding the transposase enzyme; the graph indicates the lengths of the fragments sequenced within a representative ATAC-seq library; insert size in bp; the first sharp peak (~100 bp) reflects areas of open chromatin, which is followed by 4 peaks of mono (~200 bp) or multinucleosomes of compact chromatin (*n* = 4/group); the picture in the inset is representative of 14 independent nuclei extractions; the graph is representative of two independent library buildouts; **b** genomic distribution of peaks obtained in ATAC-Seq data; eight samples were studied with no further replication; **c** heat-maps prepared as in Fig. 1b, except that the *x*-axis contains the RCA peak coordinates at the center +/− 10,000 bp and the *y*-axis contains the coordinates for P300, Pol2 and H3k4me3; **d** same as **c**, except that the *y*-axis contains the coordinates for H3k4me1 and H3k27ac; **e** classification of RCAs according to the relative intensities of H3K4me1 and H3K4me3 ChIP-seq peaks: promoter-RCAs, weak promoter-RCAs, enhancer-RCAs, weak enhancer-RCAs, and insulator-RCAs; each dot represents one RCA area.

A total of 22,374 areas of open chromatin were identified in the liver of control animals; after gene annotation, almost half of these open areas were placed in promoter regions up to 200 bp of transcription start site (TSS; Fig. 2b). 

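The list of regions open in control and not in Alb-D2KO liver held 8031 regions, 8019 of them on chromosomes 1 to 19 and X. The reverse list held 250 regions, 241 of them on those chromosomes, so the ratio of the lists was 32.1. The caller numbers the regions of a genotype along the genome, and the highest number in each list puts the open regions of control liver at 22368 or more and those of Alb-D2KO liver at 14825 or more. By these numbers, RCAs made up 35.9% of the control regions and the regions found only in Alb-D2KO liver 1.69% of the Alb-D2KO regions. RCAs were 326 bp wide at the median and together covered 2922 kb, against 267.5 bp and 80.5 kb for the Alb-D2KO-only regions. The median AUC was 278 for RCAs (quartiles 232 and 351, n = 8031) and 226 for Alb-D2KO-only regions (quartiles 212 and 259, n = 250), each from its own pooled call. The smallest AUC was 200.004 in the first list and 200.057 in the second, and 59.2% of the RCAs and 88.4% of the Alb-D2KO-only regions had an AUC under 300. Keeping regions with an AUC of at least 300, an alternative chosen after seeing the data, moved the counts most, to 3276 RCAs and 29 Alb-D2KO-only regions.

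The RCA with the highest AUC, 5697, spanned 7182 bp of non-coding exon in Neat1, on chromosome 19 from 5836517 to 5843698. The next were at Serpina3k (coding exon and 3′ UTR, chromosome 12 from 104344770 to 104347832, AUC 2482), 193 bp outside Cebpa (intergenic, chromosome 7 from 35122122 to 35123871, AUC 1737), again in Neat1 (chromosome 19 from 5833243 to 5834914, AUC 1706), and on chromosome Y from 90742409 to 90744881 (intergenic, 8175 bp from Mid1-ps1, AUC 1433). Among the Alb-D2KO-only regions, the highest AUC was 536, at the 5′ UTR of Smok2b on chromosome 17 from 13229950 to 13231344. It was followed by 511 for an intergenic region 3650 bp from Smok2a, on chromosome 17 from 13216530 to 13217537, and by 508 for one 5950 bp from Gm13228, on chromosome 4 from 145567615 to 145568577. An intron of Gm26573 held the next, with an AUC of 482, on chromosome 4 from 146925949 to 146926709, and the 5′ UTR of Smok2a the last, with 456, on chromosome 17 from 13220405 to 13221370. Both regions of chromosome 4 lay in a stretch where 41.2% of the 17 Alb-D2KO-only regions had a near-identical copy elsewhere in the genome, although these 2 had none.

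**Figure D1:**
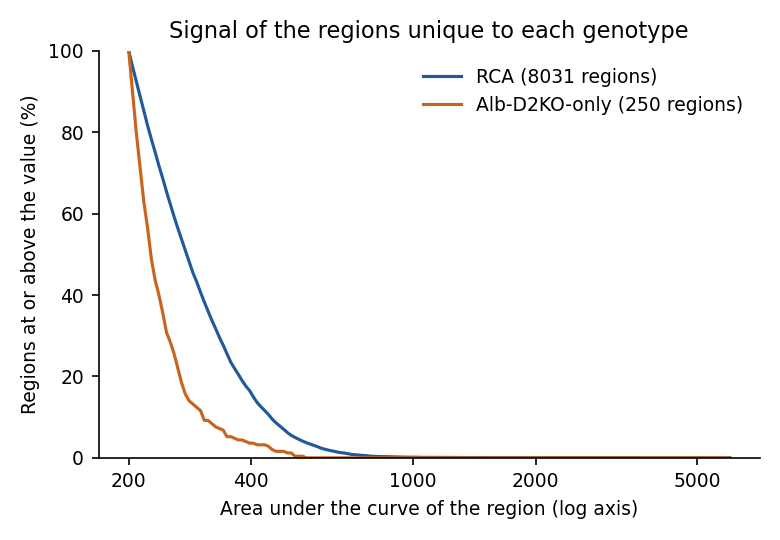
Share of the regions of each list (%, y axis) with an AUC at or above the value on the x axis (log axis), for 8031 RCAs and 250 Alb-D2KO-only regions. Both curves start just above 200, and 59.2% of the RCAs and 88.4% of the Alb-D2KO-only regions lie under 300.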

The Alb-D2KO liver exhibited a smaller number of open-chromatin areas, only 14,343, indicating the existence of 8031 regions with reduced chromatin accessibility (RCAs). The reduction of open-chromatin regions detected in the Alb-D2KO included 51% in exons, 53% in introns, and 50% in intergenic areas. 

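Among the RCAs, 818 fell in exons, a share of 10.2% (95% Wilson interval 9.54 to 10.9, counting error over regions), and 3216 in introns, a share of 40.0% (39.0 to 41.1). The Alb-D2KO-only list held 16 exonic regions (6.4%, 3.98 to 10.1) and 90 intronic ones (36%, 30.3 to 42.1). Exonic RCAs had a median AUC of 279.6 and a median width of 344.5 bp, and intronic RCAs 271.4 and 311 bp. Of the alternatives for the classes, a promoter window of 3000 bp moved exonic RCAs most, to 317. The classes of the control regions kept in Alb-D2KO liver were not analysed here, so the share lost in each class was not computed.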

There was also a 13% reduction in promoter regions. 

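With the window of 200 bp around start sites, 1560 RCAs were promoter regions (p-RCAs), a share of 19.4% (95% Wilson interval 18.6 to 20.3). Intergenic RCAs (i-RCAs) numbered 2437, a share of 30.3% (29.3 to 31.4). The p-RCAs were wider (median 391.5 bp), richer in G and C (59.9% of bases) and higher in AUC (median 304) than the i-RCAs (296 bp, 50.8% and 270.2). The AUC adds up over the bases of a region, so the higher AUC of the wider p-RCAs does not show more signal per base. In the Alb-D2KO-only list, 61 regions were at promoters (24.4%, 19.5 to 30.1) and 83 were intergenic (33.2%, 27.7 to 39.3). The odds of lying at a promoter were 0.747 times as high for an RCA as for an Alb-D2KO-only region, a difference that Fisher's exact test over regions did not separate from none (two-sided, p = 0.0622). The odds ratio moved to 0.681 when the region midpoint decided the class (Fisher's exact test, p = 0.0201) and to 0.726 with protein-coding genes only (p = 0.0477), while a window of 3000 bp turned it to 1.003 (p = 1).

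**Figure D2:**
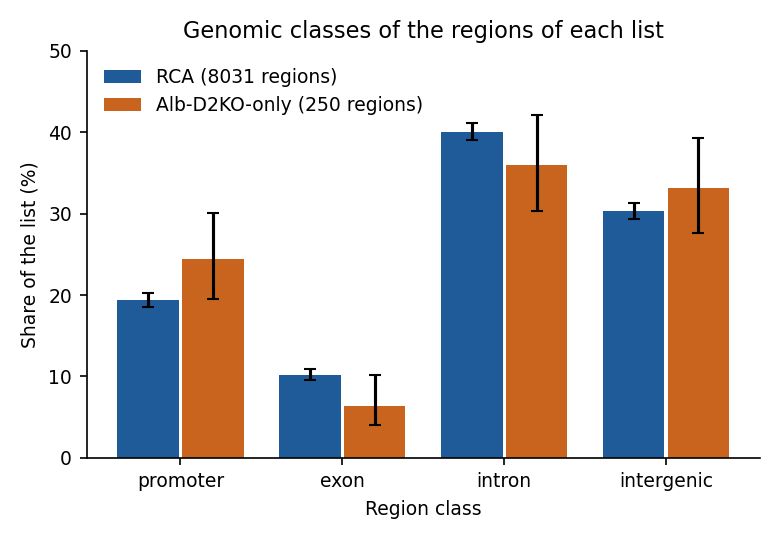
Share of the regions of each list (%, y axis) in the classes promoter, exon, intron and intergenic (x axis), for 8031 RCAs and 250 Alb-D2KO-only regions, with 95% Wilson intervals as error bars. Promoters take 19.4% of the RCAs and 24.4% of the Alb-D2KO-only regions.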

Of these RCA areas, 1551 were annotated to core promoters and 2,426 to intergenic regions (Fig. 2b). Plotting the RCA coordinates against Pol-II, P300 and H3K4me3 ChIP-seq peaks, revealed high density with variable degrees of superimposition, confirming their proximity to promoter regions (Fig. 2c). At the same time, high density and variable degrees of superimposition features were also observed when RCA areas were plotted against H3k4me1 and H3k27ac ChIP-seq peak coordinates, confirming that they were also present in remote enhancer areas (Fig. 2d).

We next focused on the promoter RCA (p-RCA) areas, and ranked them according to their ATAC-seq signal intensity and signal ratio to two typical chromatin markers H3K4me1 (enhancer) and H3K4me3 (promoter) (Fig. 2e)^29,31^. This approach revealed that 65% of these areas did function as typical core promoters, while 22% were likely to be insulators and 13% local enhancers (Fig. 2e). Of course, these are all functions that can be affected by chromatin accessibility, which is strongly coupled to binding of transcription factors; in most cases binding only occurs when the chromatin is accessible, unpacked^32^. Thus, to identify the transcription factors that were affected by the p-RCA areas in the Alb-D2KO chromatin, we performed de novo motif profiling of these areas using the MEME suite. 

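The p-RCA sequences were scanned on both strands for a consensus of each factor with up to 1 mismatch. The same scan ran on 1 shuffle of each sequence that kept its dinucleotides, and each pair was compared by a two-sided exact McNemar test, with Benjamini-Hochberg adjustment over 8 motifs. Promoters open in both genotypes were not scanned. A fold over shuffled or flanking sequence therefore does not separate p-RCAs from promoters that stay open. An SP1 site (consensus GGGGCGGGGC) was in 574 p-RCAs (36.8%) and in 311 shuffled sequences, a fold of 1.85 (exact test, adjusted p = 7.6e-33). KLF1 sites (GCCACACCC) were in 407 p-RCAs (26.1%) against 316 shuffled sequences, a fold of 1.29 (exact test, adjusted p = 0.000181). E2F3 sites (GGCGGGAAA) were in 260 (16.7%) against 209, a fold of 1.24 (exact test, adjusted p = 0.00859). For NRF1 the counts were 228 (14.6%) and 99, a fold of 2.30 (exact test, adjusted p = 2.3e-15), and for EGR2 204 (13.1%) and 125, a fold of 1.63 (exact test, adjusted p = 4.5e-06). ELK1 sites were the rarest of these, in 100 p-RCAs (6.41%) and 54 shuffled sequences, a fold of 1.85 (exact test, adjusted p = 0.000317). The NRF1 fold moved most with no mismatch allowed, to 13 with sites in 39 p-RCAs and 3 shuffled sequences, and the EGR2 fold with flanking sequence 1000 bp away as background, to 7.03. With no mismatch, KLF1, E2F3, ELK1 and EGR2 sites were left in 24, 13, 9 and 7 p-RCAs and no longer differed from shuffled sequences, which had them in 18, 9, 2 and 4 (exact McNemar test, unadjusted p = 0.430, 0.523, 0.0654 and 0.549). ELK1 did not differ either when all RCAs were scanned (fold 1.08, exact McNemar test, unadjusted p = 0.434).

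**Figure D3:**
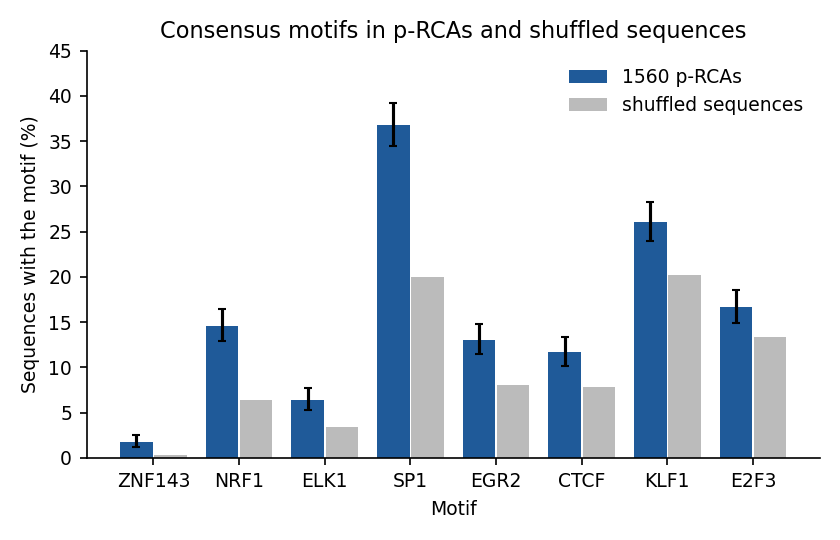
Share of 1560 p-RCAs and of their shuffled sequences (%, y axis) with a site of each of 8 motifs (x axis, ordered by fold), with 95% Wilson intervals on the p-RCA bars. SP1 has the highest share, 36.8%, and ZNF143 the lowest, 1.73%.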

Motifs belonging to major families of transcription factors were identified, including Sp1–3, E2f3, Klf1, Nrf1, Elk1, and Egr2, many of which are known for playing critical roles in liver development and function (Supplementary Fig. 2)^33–38^. In addition, the second and the third most enriched motifs were for ZNF143 and CCCTC-binding factor (CTCF) (Supplementary Fig. 2). 

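In the same scan, ZNF143 sites (consensus ACTACAAYTCCC, Y being C or T) were in 27 p-RCAs (95% Wilson interval 1.19% to 2.51%) and in 5 shuffled sequences, a fold of 5.4 (exact McNemar test, two-sided, adjusted p = 0.000181). CTCF sites were in 182 p-RCAs (11.7%, 10.2 to 13.4) and in 122 shuffled sequences, a fold of 1.49 (exact McNemar test, adjusted p = 0.000417). With 100 shuffles of each sequence, a background chosen after seeing the data, a mean of 123 shuffled sequences had a CTCF site (SD 9.54 over shuffles), a fold of 1.48 (permutation p = 0.02, the smallest these shuffles can give). Among the 798 p-RCAs with an AUC of at least 300, also a later choice, 94 p-RCAs and 94 shuffled sequences had one, a fold of 1.00 (exact McNemar test, p = 1). There, 100 shuffles averaged 74.6 with a highest count of 94, a fold of 1.26 (permutation p = 0.04).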

Both are transcription factors that cooperate with the multiprotein complex cohesin to promote chromatin folding, allowing remote enhancers to interfere with transcriptional activity^39^.

### Chromatin accessibility and gene expression

To study gene expression in the Alb-D2KO liver and test whether it was affected by p-RCA areas, we next performed an RNA-seq analysis of adult mouse liver (Supplementary Fig. 1c) and identified 1525 genes differentially expressed in Alb-D2KO mouse (>1.2-fold; *p* < 0.05; Fig. 3aS1D; and Supplementary Data 2). Notably, most of these genes (1363) were downregulated in the Alb-D2KO liver, reflecting the overall reduction in chromatin accessibility. The gene set enrichment analysis (GSEA, Partek Flow) of these differentially expressed genes revealed that the top two gene-sets impoverished in the Alb-D2KO liver were (i) “fatty acid” and (ii) “lipid metabolic process” (ES > 31 and *p* < 2.9E-14) (Supplementary Data 3). In addition, a pathway enrichment analysis (PEA, Partek Flow) identified metabolic pathways related to drugs and other xenobiotic compounds, as well as five lipid-related pathways among the top 15 pathways impoverished in the Alb-D2KO liver (ES > 5.2 and *p* < 0.01) (Supplementary Table 2).

**Fig. 3:**
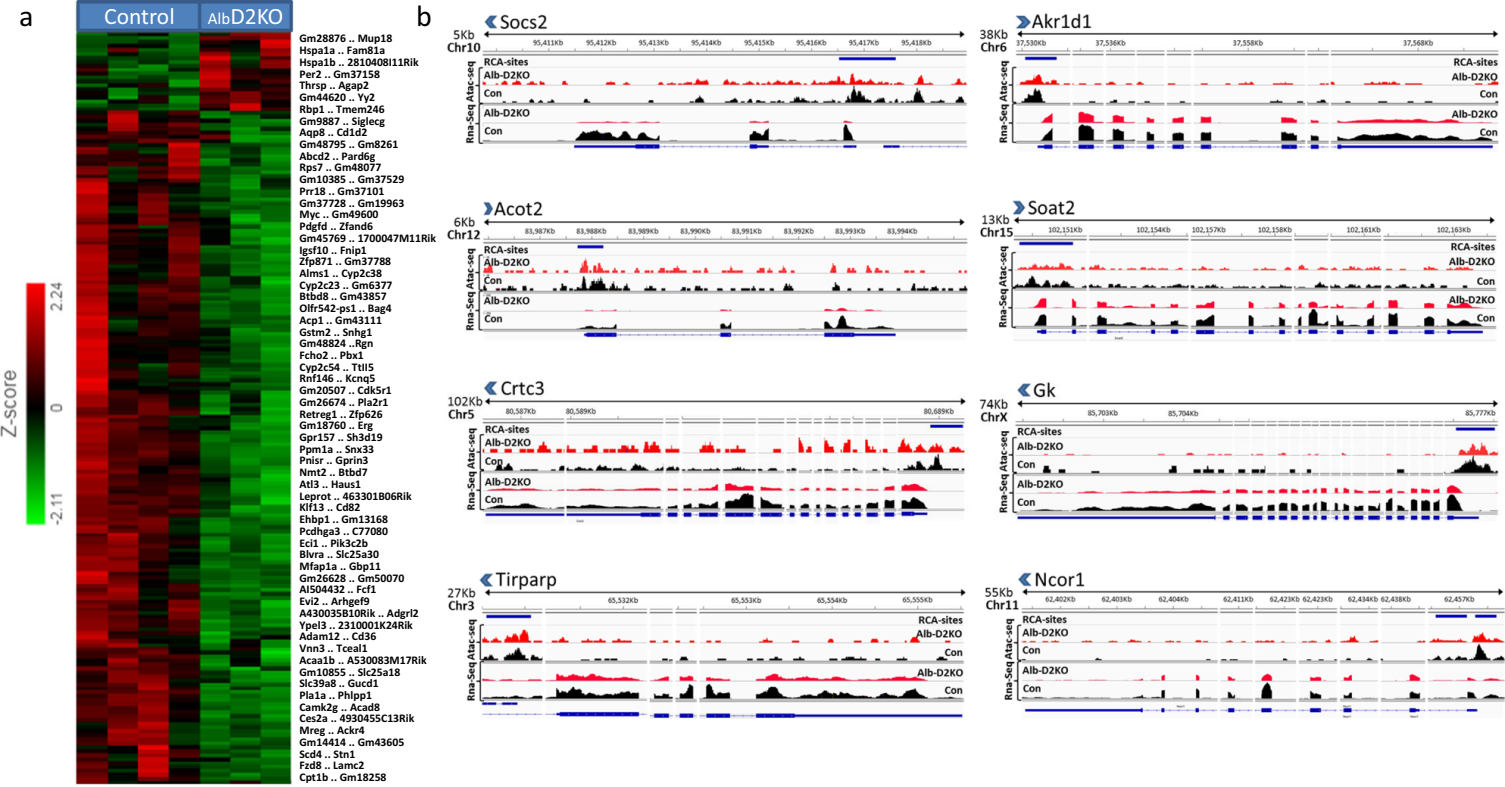
Gene expression in the ALB-D2KO mouse liver. **a** heat-map of liver RNA-seq data showing clustering of genes affected in the ALB-D2KO mouse; green indicates relative down-regulation; red indicates relative upregulation; fold change is shown on the left; most gene names are indicated on the right (nine samples were studied with no further replication); **b** browser IGV display of transcript areas of selected genes (eight representative genes out of a total of 146 genes) that are downregulated in the Alb-D2KO liver AND exhibit a RCA area within its core promoter region; the distance between the negative RNA-seq peak and the RCA area in all cases is < 5 Kbp; the gene names are indicated on the top of each panel along with the arrow indicating direction of transcription; the red tracks reflects the coverage for the Alb-D2KO Atac-seq and RNA-seq data, and the black tracks reflects the controls; the statistically significant RCA areas are indicated by a blue line.

In order to identify genes in which there was a high likelihood that a p-RCA was affecting its expression directly, we next analyzed the proximity of the 1551 p-RCAs and the 1363 genes with at least one negative RNA-seq site (n-RNA-seq), selecting those that were within 5 Kbp of each other (*p-RCA:n-RNA-seq*), a configuration that strongly supports a functional relationship between them. This strict criterion led us to 154 p-RCAs (146 genes; Supplementary Data 4), with key roles in liver development and function, including lipid metabolism, mitochondria, redox control, drug metabolism, TGFB-signaling and fibrosis, and cell signaling. 

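Each of the 146 entries of Supplementary Data 4 had an RCA of the promoter class within 5 kb of its gene body, counting 156 distinct p-RCAs and 292 RCAs of any class. The p-RCA overlapped the gene body in 114 entries, and 132 entries had an RCA within 1 kb. Since these genes were selected for having a p-RCA, their count was not tested. Their p-RCAs had a median AUC of 299 and a median width of 423 bp. The expression ratios that the paper lists for them run from 0.25 to 0.82, with a median of 0.72. Genes not selected in this way are the differentially expressed genes of Supplementary Data 2, of which 1495 had coordinates in the annotation. Of these, 154 of 1335 down-regulated genes (11.5%) and 21 of 160 up-regulated genes (13.1%) had a p-RCA within 5 kb, an odds ratio of 0.863 (Fisher's exact test over genes, two-sided, p = 0.518). For RCAs of any class, the shares were 30.2% of down-regulated and 38.1% of up-regulated genes, an odds ratio of 0.702 (95% interval 0.494 to 1.004, Fisher's exact test, p = 0.0465). Of the alternatives, a distance of 1 kb moved this ratio most, to 0.860, where the genes no longer differed (Fisher's exact test, p = 0.446), and 10 kb gave 0.587.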

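Among the down-regulated genes, 8 that have a p-RCA are Socs2, Akr1d1, Acot2, Soat2, Crtc3, Gk, Tiparp and Ncor1, and none had an Alb-D2KO-only region within 5 kb. Socs2 lies on chromosome 10 from 95385362 to 95417180 on the minus strand, and its p-RCA, from 95416528 to 95417606, covered the start site and 5′ UTR with an AUC of 1024 and a summit −log10 q of 3.93. A second RCA lay just upstream, outside Socs2 and in an intron of another gene, from 95417917 to 95418165 (AUC 340). Around the summit of the p-RCA, the 61 bases from 95416820 to 95416880 read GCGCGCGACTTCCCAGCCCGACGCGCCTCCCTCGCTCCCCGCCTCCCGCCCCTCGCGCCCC. An SP1 site without mismatch, GGGGCGGGGC, was at 95417315 to 95417324, and a ZNF143 site with 1 mismatch, ACTACCACTCCC, at 95417393 to 95417404. Soat2 (chromosome 15 from 102150526 to 102163469, plus strand) had its p-RCA over the 5′ UTR and coding exon from 102150306 to 102151117, with an AUC of 925. For Gk (chromosome X from 85701937 to 85776819, minus strand) the p-RCA over the 5′ UTR ran from 85776535 to 85777015, with an AUC of 563. The summit sequence there, from 85776580 to 85776640, was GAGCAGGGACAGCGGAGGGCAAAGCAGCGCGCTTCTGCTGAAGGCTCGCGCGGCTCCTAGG.

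The p-RCAs of the other five genes had AUCs under 300, so an AUC minimum of 300 would remove them. Acot2 (chromosome 12 from 83987861 to 83993873, plus strand) had one from 83987733 to 83988225, over the 5′ UTR and coding exon, with an AUC of 287. At Akr1d1 (chromosome 6 from 37530173 to 37568815, plus strand) it ran from 37530037 to 37530381 over the 5′ UTR and coding exon, with an AUC of 219, and an intronic RCA farther in had an AUC of 346. Crtc3 (chromosome 7 from 80586627 to 80688877, minus strand) had its p-RCA 33 bp upstream of the gene, from 80688910 to 80689256, with an AUC of 242, and intronic RCAs with AUCs of 628 and 217. The p-RCA of Tiparp (chromosome 3 from 65528410 to 65555518, plus strand) was intronic, 591 bp from the nearest annotated start site of Tiparp and at the start site of the gene 4931440P22Rik, from 65529051 to 65529575, with an AUC of 288. Ncor1 (chromosome 11 from 62316426 to 62458541, minus strand) had p-RCAs in an intron, 187 bp from a start site, and in its 5′ UTR, with AUCs of 214 and 276.

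**Figure D4:**
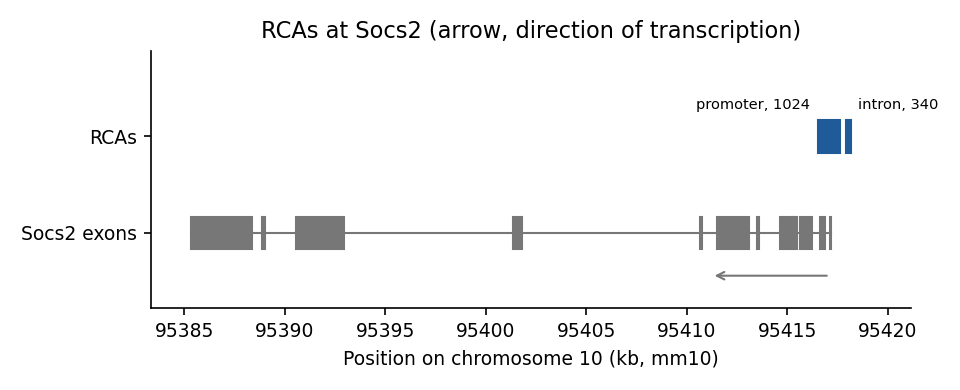
Map of Socs2 on chromosome 10 of mm10 (x axis in kb), with annotated exons as grey boxes, the direction of transcription as an arrow, and the RCAs as blue boxes with their class and AUC. The p-RCA with an AUC of 1024 covers the gene start, and the RCA with an AUC of 340 lies outside the gene, in an intron of another.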

Typical examples of these *p-RCA:n-RNA-seq* areas and the corresponding gene coverages are shown in Fig. 3b.

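The 156 p-RCAs found near these genes were scanned with the same consensus motifs, allowing 1 mismatch. SP1 sites were in 62 of them (39.7%) and in 31 shuffled sequences (exact McNemar test, two-sided, p = 1.6e-06, adjusted p = 1.3e-05 over 8 motifs). KLF1 sites were in 33 (28 in shuffled sequences), E2F3 sites in 22 (21 in shuffled sequences) and NRF1 sites in 21 (12 in shuffled sequences), and none of these differed from the shuffled sequences after adjustment (exact McNemar test, adjusted p = 0.63, 1 and 0.25). The other motifs were in 21 (CTCF), 18 (EGR2), 11 (ELK1) and 4 (ZNF143) p-RCAs. Without mismatch, 15 p-RCAs had an SP1 site, 4 a CTCF site, 2 a KLF1 site, 1 a ZNF143 site and 1 an ELK1 site. None then had an E2F3, NRF1 or EGR2 site. At least 1 of the 8 motifs was in 104 p-RCAs (66.7%).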

An analysis of these 154 p-RCA areas revealed that about three-fourths contained putative footprints of transcription factors, including SP1–3 (*n* = 63), E2F3 (*n* = 32), Klf1 (*n* = 37) and NRF1 (*n* = 34) (Supplementary data 4). These footprints were rarely alone; most of the time they were present in groups of 3–4 on the same p-RCA. 

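Counting each motif family once per region, 46 of these p-RCAs had exactly 1 of the 8 families and 24 had 3 or more, and the median was 1. The p-RCA of Socs2 carried sites of SP1, ZNF143 and EGR2.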

At the same time, about  one-fourth of the p-RCAs was found in insulators. The presence of both cohesin and CTCF (CAC-sites) is typical of insulators that modulate the 3D chromatin structure and gene expression by affecting the connection with remote enhancers. In contrast, insulators that contain cohesin only (CNC-sites) have a local effect, isolating functional promoters and enhancers from spreading neighboring heterochromatin^40^. Using published mouse liver ChIP-seq data^31^ for cohesin (Rad21) and CTCF, we looked for overlaps between the 34 RCA/insulator areas and the cohesin/CTCF peaks. 

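The 34 RCAs that Supplementary Table 3 lists with a cohesin peak were all in the promoter class, with AUCs from 201 to 581 and a median of 296. The ChIP-seq peaks themselves were not analysed here, and the calls are the paper's. A CTCF consensus site with up to 1 mismatch was in 4 of the 30 regions that the paper lists with a CTCF peak (13.3%), at Zfp704, Snapc2, Stab2 and Kdm3b, genes named after their values were seen. None of the 4 regions listed without a CTCF peak had one, a comparison too small to separate the groups (Fisher's exact test, two-sided, p = 1). Among all p-RCAs the share with a site was 11.7%, and the scan found none in most regions listed with a CTCF peak. Its counts therefore do not measure CTCF binding.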

There were 30-CAC sites and 4 CNC-sites, highlighting the potential importance of remote regulation in our model (Supplementary Table 3 and Supplementary Fig. 1e).

### Functional interplay between H-sites, RCA areas and gene expression

There are multiple pathways through which H-sites could affect gene expression, mainly silencing active promoters or enhancers via creating a p-RCA, or controlling higher-order chromatin structure and the action of long-distance enhancers^30^. Indeed, the analysis of the density of 1508 H-sites and of all 8,052 RCA areas in individual chromosomes revealed a strong positive correlation (*r* = 0.85; *p* < 0.0002). 

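Densities were counts of H-sites (sites of DNA hypermethylation), taken per chromosome from Supplementary Table 4, and of RCAs, each divided by the mm10 length of chromosomes 1 to 19 and X. RCA density ran from 0.234 per Mbp on chromosome X (40 regions) to 5.63 per Mbp on chromosome 11 (687 regions). H-site density was lowest on chromosome X, at 0.0292 per Mbp (5 sites), and highest on chromosome 12, at 1.26 per Mbp (151 sites), where RCA density was 2.66 per Mbp. Across the 20 chromosomes, Spearman's rho was 0.731 (jackknife standard error 0.153, permutation test, two-sided, p = 0.00035, adjusted p = 0.0007 over a family of 4 correlations). Pearson's r was 0.567 (permutation p = 0.014, adjusted p = 0.0187). Without chromosomes 12 and X, the 2 farthest from the median H-site density, rho was 0.806 (permutation p = 0.00015, n = 18) and r was 0.798 (permutation p = 0.00013, n = 18), so the relation did not rest on them. The alternative that moved rho most was to hold constant the density of all control open regions, a choice made after seeing the data, which gave 0.523 (permutation p = 0.019).

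**Figure D5:**
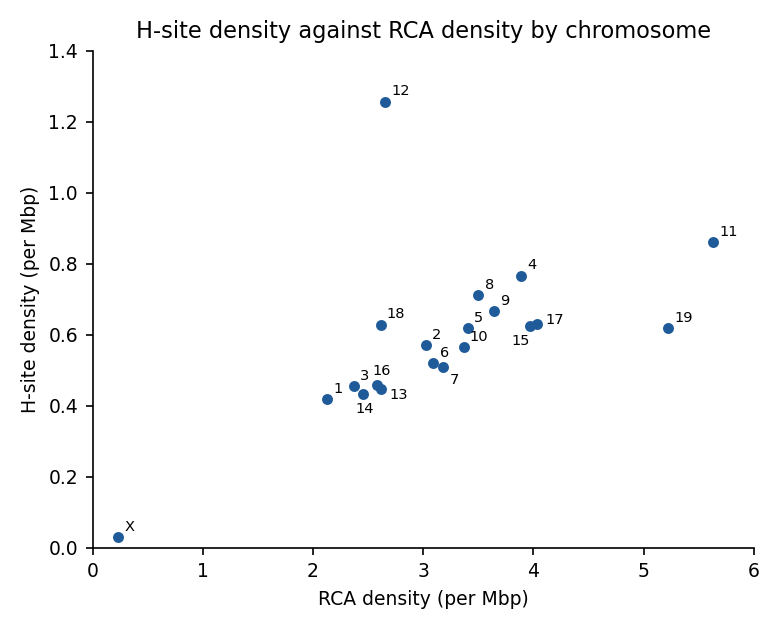
H-site density (per Mbp, y axis) against RCA density (per Mbp, x axis), 1 point for each of 20 chromosomes, labelled by chromosome. Chromosome 12 lies above the others at 1.26 H-sites per Mbp, and chromosome X is the lowest on both axes.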

The correlation remained strong when only the densities of H-sites vs. p-RCA areas (*r* = 0.69; *p* < 0.0009; Fig. 4a) or intergenic RCA (i-RCA) areas (*r* = 0.75; *p* < 0.0002; Fig. 4b) (Supplementary Table 4). These findings support our hypothesis of a close, possibly cause-effect relationship, between H-sites and RCA areas.

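For H-sites and p-RCAs, rho was 0.576 (standard error 0.206, permutation test, two-sided, p = 0.0089, adjusted p = 0.0089) and r was 0.436 (permutation p = 0.061, adjusted p = 0.061). With chromosomes 12 and X left out, these were 0.653 (permutation p = 0.004) and 0.695 (permutation p = 0.0015). For H-sites and i-RCAs, rho was 0.683 (standard error 0.160, permutation p = 0.0012, adjusted p = 0.0016) and r was 0.652 (permutation p = 0.0062, adjusted p = 0.0124), and without those chromosomes 0.756 (permutation p = 0.00043) and 0.808 (permutation p = 9e-05). Holding constant the density of all control open regions, rho fell to 0.0456 for p-RCAs (permutation p = 0.85) and to 0.356 for i-RCAs (permutation p = 0.12). With only the control regions that are not RCAs held constant, rho was 0.226 for p-RCAs (permutation p = 0.34) and 0.468 for i-RCAs (permutation p = 0.038). Both of these settings were chosen after seeing the data. Given gene density, rho was 0.494 for p-RCAs (permutation p = 0.027) and 0.636 for i-RCAs (permutation p = 0.0028). From the positive correlations of densities across chromosomes, the paper proposes a close and possibly cause-effect relationship between H-sites and RCA areas.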

**Fig. 4:**
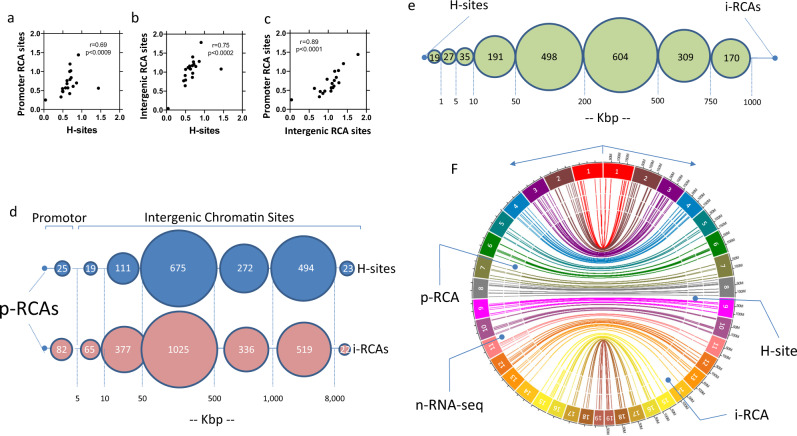
Interrelationship between H-sites and RCA areas in the ALB-D2KO mouse liver. **a** correlation between the density (number of H-sites/size of the chromosome) of H-sites and promoter RCAs sites in each chromosome; the nonparametric Spearman *r* and the statistical significance are indicated; no adjustments were made for multiple comparisons [*p* < 0.0009 (two-tailed)]; **b** same as **a**, except that i-RCA sites were used [*p* < 0.0002 (two-tailed)]; **c** same as **a**, except that promoter RCAs and i-RCA sites were used [*p* < 0.0001 (two-tailed)]; **d** distance between H-sites and i-RCA areas vs. p-RCA areas; the number of H-sites and i-RCA areas at each distance bracket is indicated inside the circles; distances are indicated in Kbp; **e** same as **c** except that distances were calculated between intergenic RCA areas (i-RCA) vs. H-sites; there are 572 i-RCA located at a distance >1000 Kbp that are not indicated; **f** Circa representation of the 121 n-RNA-seq areas and p-RCA areas within 1000 bp of *area-1* vs. the closest H-sites and i-RCA to *area-2* areas across the Alb-D2KO liver genome; the outer most ring represents chromosome ideograms; on the right, the size of each chromosome is indicated in Mbp; the inner connecting lines indicate the Hi-C interacting points obtained from ref. ^43^.

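Positions could be read for 393 H-sites of Supplementary Data 1, or 26.1% of the 1508 counted by chromosome, all on chromosomes 1 and 10 to 16. Of the 1998 entries read, none was called intergenic, so H-sites outside genes may be missing. The shares and ratios that follow hold for these 393 sites only. Of 1987 entries whose gene was in the annotation, 1973 (99.3%) had the listed distance to a start site of that gene within 1000 bp, which placed the positions on mm10. Within 5 kb of an RCA of any class lay 42 of these H-sites (10.7%, 95% Wilson interval 8.00 to 14.1). Shifting the RCAs around each chromosome 10000 times gave a mean of 12.7 (SD 3.97), so the observed count was 3.30 times that mean (permutation test, two-sided, p = 0.0002, the smallest the shifts can give). At 1 kb, the setting that moved this ratio most, 20 H-sites gave 5.49. With RCAs placed at random in sequence of their own class, a choice made after seeing the data, the ratio was 2.05 (permutation p = 0.002, the smallest that 1000 placements can give). For p-RCAs alone, 17 of the H-sites (4.33%, 2.72 to 6.82) were within 5 kb and 9 within 1 kb.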

A more granular analysis of the H-sites coordinates revealed that of all H-sites, only 25 were within 5 Kbp of a p-RCA area (Fig. 4d). Notably, we found that 12 of the 154 *p-RCA:n-RNA-seq* areas did contain at least one H-site within 5 Kbp (10 within 1 Kbp), setting the stage for a possible local negative effect on the promoter of the following genes: 1700047M11Rik, Gstm6, 3110082I17Rik, Mtus1, Dixdc1, Eif5, Dsp, Pde4d, Sco2, Tymp, Odf3b, Cdo1 (Supplementary Data 4). 

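In the tables whose H-site positions could be read, 567 sites in all, an H-site overlapped the p-RCA of Gstm6 on chromosome 3 (from 107943571 to 107943945, over the 5′ UTR and coding exon, AUC 245). For Eif5, the nearest H-site was 373 bp from the p-RCA in its 5′ UTR, on chromosome 12 from 111538598 to 111538916 (AUC 379). Sco2, Tymp and Odf3b shared a p-RCA on chromosome 15 from 89377005 to 89377625 (AUC 228), with an H-site 435 bp away. It lay at the 5′ UTR of Tymp and the 3′ UTR of Odf3b and 3159 bp upstream of Sco2. Tymp and Odf3b also had a p-RCA from 89378965 to 89379396 (AUC 355), over the coding exon and 5′ UTR of Odf3b. The p-RCA of 1700047M11Rik, a lincRNA on chromosome 1, ran from 182287827 to 182288094 (AUC 297) with an H-site 3957 bp away. For the other six genes, the nearest readable H-site was 8.65 kb from the p-RCA (Dixdc1), 11.7 kb (3110082I17Rik), 12.9 kb (Cdo1), 23.2 kb (Mtus1), 32.8 kb (Dsp) and 397 kb (Pde4d), distances that H-sites not read here could shorten. The AUCs of the p-RCAs ran from 219.5 at Dsp to 529 at 3110082I17Rik, and those 2 regions were promoter regions of other genes, Gm10129 and Gpr146. None of the 12 genes had an Alb-D2KO-only region within 5 kb.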

In these locations, the p-RCA areas included mostly core promoters, but also 2 enhancers and 1 insulator (Supplementary data 4).

Most H-sites were much further away from the p-RCA areas. About half of the H-sites was found within 500 Kbp of p-RCAs and two-thirds up to 1 Mbp away (Fig. 4d). 

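Of the 393 H-sites with a position, 188 (47.8%, 95% Wilson interval 42.9 to 52.8) were within 500 kb of a p-RCA and 253 (64.4%, 59.5 to 69.0) within 1 Mb. Circular shifts of the p-RCAs gave means of 125 (SD 14.5) and 190.3 (SD 16.1), so the observed counts were 1.51 and 1.33 times those means (permutation test, two-sided, p = 0.0002 for each, the smallest 10000 shifts can give). An AUC minimum of 300, chosen after seeing the data, lowered the share within 500 kb most, to 37.7%. The median distance from an H-site to its nearest p-RCA was 533 kb. No entry read for these H-sites was called intergenic, so the shares may not hold for all H-sites.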

In these cases, any effect on gene expression would need to be remote, probably involving intra- topologically associating domain (TAD) chromatin interaction, which is in keeping with the CAC sites (Supplementary Table 3) and CTCF/ZNF143 footprints detected in p-RCA areas (Supplementary Fig. 2). In the specific case of the remaining 134 *p-RCA:n-RNA-seq* areas, the nearest H-site was found within 50 Kbp of 18 p-RCA sites, between 50 and 500 Kbp of 62 p-RCA sites, and between 500 Kbp and 1 Mbp of 19 p-RCA sites; the remaining 35 p-RCAs were much further away from an H-site (Fig. 4d).

Whereas it is logical to assume that even distant H-sites per se could affect chromatin structure and folding^30^, it is also feasible that the disruption of the intergenic enhancers resulted from the combined effects of both H-sites and i-RCAs. Furthermore, distant H-sites could have played a more local role in the formation and maintenance of the i-RCA areas, disrupting proper recruitment of proteins to, and the folding of, chromatin^40^. Indeed, an analysis of the distance between p-RCAs and H-sites or p-RCAs and i-RCAs shows a remarkably similar profile (Fig. 4d), with relatively minor distances between H-sites and i-RCA areas (Fig. 4e), which was not unexpected, considering the dimension of the intergenic environment and the high-order chromatin structure^40^. 

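From each of 2427 i-RCAs on the numbered chromosomes, X and Y, the nearest p-RCA was within 5 kb for 88, between 5 and 10 kb for 69, between 10 and 50 kb for 395 and between 50 and 500 kb for 1063, which made 66.5% within 500 kb. It was between 500 and 1000 kb for 329, between 1000 and 8000 kb for 462 and farther for 21, with a median of 207 kb. Seen from the p-RCAs, the nearest i-RCA was within 500 kb for 75.8%, with a median of 129 kb. From the H-sites with a position, 228 (58.0%, 53.1 to 62.8) had an i-RCA within 500 kb and 8 within 5 kb. Their median distance was 342 kb. Since no entry read for these H-sites was called intergenic, the values may not hold for H-sites outside genes.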

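Densities of p-RCAs and i-RCAs per chromosome were compared in the same way. Chromosome 11 had 1.34 p-RCAs and 1.69 i-RCAs per Mbp, and chromosome X held 29 p-RCAs and 6 i-RCAs. Spearman's rho was 0.806 (jackknife standard error 0.0973, permutation test, two-sided, p = 5e-05, adjusted p = 0.0002) and Pearson's r was 0.831 (permutation p = 2e-05, adjusted p = 8e-05). Leaving out chromosomes 11 and 19, the 2 farthest from the median p-RCA density, gave a rho of 0.734 (permutation p = 0.00069) and an r of 0.730 (permutation p = 0.00023). Given the density of all control open regions, chosen after seeing the data, rho was 0.0141 (permutation p = 0.95). Given only the control regions that are not RCAs, also a later choice, it was 0.333 (permutation p = 0.15), and given gene density it was 0.687 (permutation p = 0.00079).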

Nonetheless, it is remarkable that the strongest correlation found was between the density of i-RCA vs. p-RCA areas (*r* = 0.89; *p* < 0.0001; Fig. 4c).

DNA sequences within a TAD are known to physically interact with each other more frequently than with sequences outside the TAD^41^. Thus, we tested whether p-RCA and i-RCA areas colocalized within the same TADs. We used published TAD coordinates obtained from mouse liver chromatin^31^ and used bedops^42^ to cross them with the coordinates for all p-RCAs and i-RCAs. 

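The last TAD ends of Supplementary Data 5 and 6 lie beyond the mm10 length on chromosomes 1, 12, 14, 16, 17 and 18 (on chromosome 1, 197195432 against 195471971). Because coordinates of different builds cannot be crossed, p-RCAs and i-RCAs were counted in 1 Mb windows of mm10 in place of TADs. Of 2625 windows, 547 held both kinds, 269 held p-RCAs only, 459 held i-RCAs only and 1350 held neither. The odds ratio was 5.98 (95% interval 4.97 to 7.19, Fisher's exact test over windows, two-sided, p = 5.0e-91), with 313 windows of both kinds predicted from the margins. Comparing windows within 4 groups of similar gene number, a choice made after seeing the data, moved the odds ratio most, to 3.35 (permutation p = 0.0002, the smallest the 10000 draws can give).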

The analysis of 3,538 TADs revealed that 472 contained p-RCAs and 677 contained i-RCAs, of which 278 contained p-RCAs and i-RCAs within the same TAD, a highly significant association (*χ*^2^ = 557; *p* < 0.00001). We confirmed this association by manually curating the TAD, p-RCA, and i-RCA data for chromosome #1, with similar results (Supplementary data 5).

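On chromosome 1, all 59 p-RCA intervals and all 140 i-RCA intervals of Supplementary Data 5 had the same start and end as a region of the RCA list, the former in the promoter class and the latter in the intergenic class.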

We next used chromosome conformation data (Hi-C) obtained from primary liver cell cultures^43^ to identify potential chromatin contacting areas that could explain how disruption of a distant enhancer would have affected the 154 *p-RCA:n-RNA-seq* sites and their genes. This was done by first building a contact matrix of all statistically significant interacting pairs separated by a minimum distance of 1 Kbp and a maximum distance of 10 Mbp (*area-1* x *area-2*) for each chromosome. This matrix was analyzed by first mining for coordinates that were within 1 Kbp of the 154 p-RCA sites. 

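The contact table of Supplementary Data 7 was compared with the RCA list. Its 134 distinct p-RCAs and 226 distinct i-RCAs had the same start and end as regions of the list, in the promoter class and the intergenic class. In 490 of its 1060 contacts, the interval nearer to the p-RCA stood in the area-2 columns, and these were exchanged. After that, area-1 lay within 1 kb of the p-RCA in 1059 contacts.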

We found 988 coordinates and 134 p-RCAs that met this strict criterion; these matrix coordinates were arbitrarily named *areas-1*. The remainder p-RCAs included four genes that contained an H-site near the core promoter, i.e., Sco2, Tymp, Odf3b, Gstm6. Second, we further mined the matrix and verified that these 988 *areas-1* were in contact with 1060 distant areas, given that some *areas-1* exhibited more than one point of contact; we arbitrarily named these distant points of contact *areas-2*. 

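One contact with its areas over 10 Mb apart was left out of the distances. The mean distance from area-1 to area-2 was 333 kb, the median was 179.9 kb and the largest was 5.89 Mbp.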

The average distance between *areas-1* and *areas-2* was ~324 Kbp (1 Kbp–2.4Mbp), well within the constraints of a TAD (Fig. 5). Indeed, for these 146 genes (containing 154-pRCAs), 51 TADs contained only p-RCAs and 131 TADs contained only i-RCAs, whereas 81 TADs contained p-RCAs and i-RCAs within the same TAD, a highly significant association (*χ*^2^ = 777; *p* < 0.00001) (Supplementary Data 6).

**Fig. 5:**
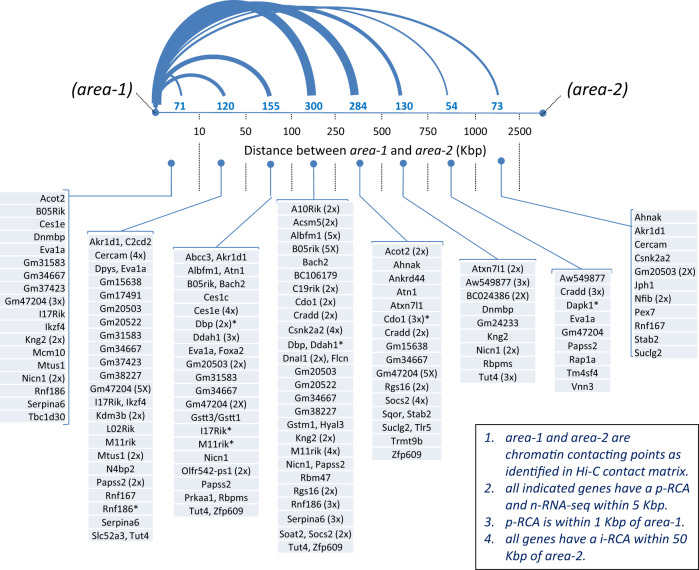
Distribution of Hi-C interacting points (*area-1* and *area-2*) located nearby p-RCA areas (*area-1*) and i-RCA areas (*area-2*). Only *area-1* within 1 Kbp of a p-RCA are shown; the number of *area-2* contacting points at each distance bracket is indicated in green and by the relative thickness of the connecting lines; the 120 gene names shown reflect those genes that satisfy the following criteria: **a** having a n-RNA-seq peak within 5 Kbp of a p-RCA; **b** having a p-RCA area within 1 Kbp of an *area-1*; **c** having an i-RCA area within 50 Kbp of an *area-2*; in parenthesis after each gene name is the number of interacting *areas-2*; Asterisk indicates the presence of a H-site within 50 Kbp of *area 2*. Note that the following genes that were originally included among the 146 are not shown here because they did not meet the strict criterion of having a p-RCA within 1000 bp of a Hi-C *area-1*:Ncor-1, Rmf167, Cdk5R1, Afmid, Sav1, Zbtb1, Ighm, Gm49413, M09Rik, Sco2, Tymp, Odf3b, Dnmdp, Echdc3, Gstm6, Adgrl2, Lurap1l, Gbp11, Smurf1, J07Rik, O19Rik, Pixbc1, Traip, and Acaa1b.

To test whether p-RCAs could be directly affected by H-sites via high-order chromatin structure, we circa plotted for each chromosome the 1551 p-RCA vs. the 1508 H-sites, and overlaid the 1060 points of contact provided by the Hi-C analysis (Supplementary Fig. 3a–j). While there was always one or more H-sites nearby an *area-2*, the smallest distance between them averaged ~1 Mbp (Supplementary Data 7). Subsequently, we applied the same rationale for the i-RCAs and verified that they were in general much closer to the 1060 *areas-2*, with the smallest distance between them averaging ~0.53 Mbp (Supplementary Data 7). In addition, in many cases an *area-2* was in the vicinity of more than one i-RCA. 

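Over 989 distinct area-2 intervals, the mean distance to the nearest i-RCA of the list was 0.526 Mbp and the median was 183 kb.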

For example, an analysis of a sample of all *areas-2* within < 50 Kbp of an i-RCA, identified 273 instances in which an *area-2* was surrounded by up to 17 i-RCA areas, at an average distance of ~22 Kbp (Supplementary Data 7); as a comparison, there were only 78 H-sites located at < 50 Kbp of an *area-2* (Supplementary Data 7).

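Within 50 kb of an i-RCA lay 220 of the distinct area-2 intervals (22.2%), or 235 contacts, and 64 intervals had more than 1 i-RCA that close, up to 5. The mean distance to the i-RCA was 18.6 kb among them. Circular shifts of the i-RCAs within each chromosome gave a mean of 79.3 intervals (SD 15.2), so the observed number was 2.77 times that (permutation test, two-sided, p = 0.0002, the smallest 10000 shifts can give). A distance of 10 kb raised the ratio to 3.35, with 84 intervals. When each area-2 was mirrored to the same distance on the other side of its area-1, a comparison chosen after seeing the data, 205 of 985 mirrored intervals (20.8%) were within 50 kb of an i-RCA. Real over mirrored intervals gave 1.07, and 138 pairs had the i-RCA on the area-2 side only against 123 on the mirrored side only (exact McNemar test, two-sided, p = 0.386).

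**Figure D6:**
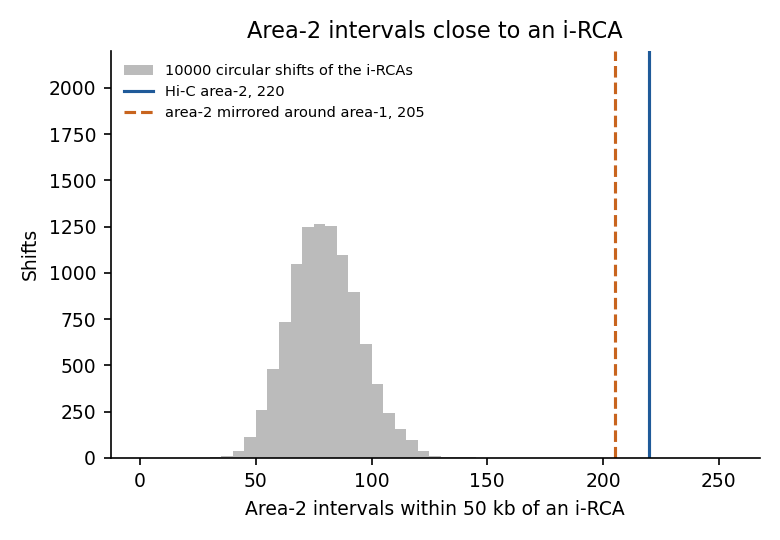
Number of area-2 intervals within 50 kb of an i-RCA (x axis) in 10000 circular shifts of the i-RCAs (grey histogram, shifts on the y axis), for the Hi-C area-2 intervals (solid line, 220) and for intervals mirrored around area-1 (dashed line, 205). Both lines lie to the right of the shifts, whose mean is 79.3.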

This remarkable relative proximity between *areas-1* and *p-RCAs:n-RNA-seq* vs*. areas-2* and i-RCAs & H-sites, as revealed by the Hi-C contact matrix, is illustrated by plotting these elements in a single circa-plot with all chromosomes (Fig. 4f). Of the original 146 genes with a *p-RCA-n-RNA-seq* area, 120 genes were found within 1 Kbp of *area-1*, of which 82 exhibited an i-RCAs within 50 Kbp of 211 *areas-2* (Fig. 5).

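Counting regions of the list, 88 p-RCAs had at least 1 area-2 within 50 kb of an i-RCA.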

## Discussion

The investigation of a dramatic phenotype seen in the Alb-D2KO mouse^22,24^ led to the discovery that neonatal inactivation of liver Dio2 reduced local TH-signaling and set in motion a series of events that reduced chromatin accessibility and future expression of key hepatic genes. The present data suggest that a developmental hepatic peak of D2 locally mitigates the typically low post-natal circulating T3 levels of this period of life, which then prevents creation of a nuclear environment—enrichment of discrete chromatin areas with H3K9me3—that could favor the formation of ~1500 sites of de novo DNA hypermethylation (H-sites). These H-sites were mostly distant from core promoters and distributed similarly to the ~1550 p-RCA and ~2400 i-RCA areas; a TAD analysis revealed a highly significant association between these areas within the same TAD. These elements are likely to have disrupted the function of long-distance enhancers, which then failed to interact and activate the core promoter areas, lowering the expression of ~1300 genes involved in different aspects of liver development and function.

The present findings indicate that localized D2-generated T3 plays a role in the terminal maturation of the hepatocytes. This is reminiscent of the role played by D2 in the post-natal development of brown adipocytes and cochlea^20,44^. The timing and intensity of T3 signaling in developing cells is regulated via expression of deiodinases. In the embryo, circulating T3 is kept at relatively low levels and tissues predominantly express the inactivating deiodinase, i.e., D3, limiting exposure to T3. However, D3 activity diminishes towards birth at the same time that, in some tissues, D2 activity is selectively boosted. A unique blend of D3 and D2 activities seen during this transition independently controls the levels of nuclear T3 in each tissue, hence the timing and intensity of the thyroid hormone signaling.

In the case of hepatocytes, the short-lived, localized D2-T3 production, enriches discrete areas of the chromatin with T3-TRs, preventing accumulation of H3K9me3 and possibly the formation of the H-sites. Our H3K9me3 ChIP-seq studies in P1 and P5 Alb-D2KO livers caught the moments during which the chromatin environment could favor formation of H-sites, illustrated by the islands of H3K9me3 surrounding H-site coordinates; different timings could have been involved in the formation of the other H-sites, up until P10, when circulating T3 reached adult levels. Insulin signaling has been shown to play a similar role in the post-natal epigenetic programing of the liver, including differential DNA methylation. For example, changes in the DNA demethylation during the neonatal period were found to be essential for the ligand-activated PPARα-dependent gene regulates the hepatic fatty acid β-oxidation^45^. At the same time, changes in the DNA methylation coincide with the hepatocyte terminal differentiation and occurs after hematopoietic stem cell migration^26^.

uTRs have been shown to increase H3K9 methylation through recruitment of SUV39H1^9^ and HP1 proteins, a family of heterochromatic adaptor molecules implicated in both gene silencing and supra-nucleosomal chromatin structure^46^. Indeed, the SUV39H1 was also found to cooperate with DNMTs to establish sites of de novo methylation^47^, which could explain the formation of the H-sites found in ALB-D2KO liver. Nonetheless, our finding that few uTRs are nearby H-sites suggests that DNA hypermethylation in these areas could be the default hepatocyte differentiation program without the modification normally caused by the D2-mediated surge in T3 and T3-TR. For example, hairless encodes a H3K9 demethylase, and is a highly T3-responsive genes^48^.

The reduction in gene expression found in the Alb-D2KO liver is dramatic. There are probably multiple mechanisms that explain such changes, but the ones we found evidence for in the present investigation include (i) disruption of few p-RCA function by local H-sites, (ii) disruption of long-distant chromatin interactions, looping enhancers and promoters, (iii) or a combination of both. The relative proximity and similar distribution of H-sites, i-RCAs and p-RCAs within individual chromosomes is remarkable; it is an indication that indeed most of these elements exist inside the same or neighboring TAD unit, and probably exhibit a functional relationship. These concepts were illustrated in the finding of 81 genes that have a *p-RCA:n-RNA-seq* area along with likely long-distance i-RCA/H-site interacting chromatin areas within the same TAD. It is conceivable that H-sites initiate these processes by creating/maintaining i-RCAs and disrupting the function of the distant enhancers, subsequently depriving core promoters of transcriptional factors that activate gene transcription. Sp1–3, E2F3, Klf1, and Nrf1 were among the potential transcription factors that could be affected in the promoter p-RCAs of the downregulated hepatic genes. It is notable that TR is not one of the transcription factors identified in p-RCAs, confirming that the T3 effects observed on gene transcription are mediated in remote locations.

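Ncor1 had a p-RCA in an intron, from 62456581 to 62457136 on chromosome 11, and one in its 5′ UTR, from 62457283 to 62457662. The 61 bases around their summits were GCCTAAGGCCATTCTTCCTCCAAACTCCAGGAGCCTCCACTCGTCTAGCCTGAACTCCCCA (from 62456904 to 62456964) and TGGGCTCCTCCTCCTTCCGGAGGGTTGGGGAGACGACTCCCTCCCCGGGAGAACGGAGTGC (from 62457366 to 62457426). With up to 1 mismatch, the scan for 8 consensus motifs found a KLF1 site in each region, GCCCCACCC at 62456801 to 62456809 and GCCACTCCC at 62457588 to 62457596, and no NRF1 or ELK1 site. With up to 2 mismatches, a setting chosen after seeing the data, each region had 1 NRF1 and 1 ELK1 site. No shuffled count goes with that setting, so these sites cannot be told apart from chance matches.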

The analysis of the p-RCAs also revealed negative Nrf1 and Elk1 footprints in the Ncor1 promoter, one of the 146 key downregulated genes with a p-RCA in the adult Alb-D2KO liver. Ncor1 is a TR corepressor^7,8^, which in the liver plays an essential role down-regulating T3-signaling. It is fascinating that the liver responds to a reduction in neonatal T3-signalig (due to Dio2 inactivation) and preserves T3-signaling homeostasis by inhibiting the adult expression of a TR corepressor.

In conclusion, the present studies revealed that during the hepatoblast-hepatocyte transition in mice, a short-lived surge in D2 expression and T3-signaling substantially modifies the hepatic transcriptome in adult animals. By acting through intergenic TRs, T3-signaling prevents discrete methylation of specific DNA sites, which would otherwise disrupt the function of areas that operate as remote enhancers. In the presence of the normal neonatal D2-T3 peak, these distant areas interact remotely with dozens of gene promoters, increasing chromatin accessibility and expression of genes involved in multiple hepatic functions. This constitutes a mechanism through which TH regulates gene expression, and explains the critical role played by deiodinases in vertebrate development.

## Methods

### Animals

Experiments were approved by the University of Chicago Institutional Animal Care and Use Committee - protocol # 72577. C57BL/6J mice with hepatocyte-specific Dio2 inactivation (Alb-D2KO) were obtained by crossing floxed C57BL/6J D2 mice (dio2Flx) with mice expressing Cre-recombinase under the albumin promoter (Cre-ALB) [B6.Cg-Tg(Alb-cre)21Mgn/J; The Jackson Laboratory]^22^. The mice were kept at room temperature (22 °C) under a 12-h dark/light cycle, and maintained on a chow diet (3.1 kcal/g; 2918 Teklad Global Protein rodent diet; Harlan).

### Analysis of DNA hypermethylation sites

Liver hypermethylation sites (H-sites) in the Alb-D2KO mice were obtained from a previous methylome analysis that used two methods to identify H-sites: (i) Methylation-Dependent ImmunoPrecipitation followed by sequencing (MeDIP-seq) and (ii) Methylation-sensitive Restriction Enzyme digestion followed by sequencing (MRE-seq)^22^. Only the H-sites present in both methods were considered. H-sites were annotated to gencode.vM24. using the Partek Genomic suite software 7.0.

### ChIP-sequencing (seq) and analysis

Liver ChIP-seq for H3K9me3 was performed in P1, P5 and adult control and Alb-D2KO mice, using the SimpleChIP® Plus Enzymatic Chromatin IP Kit (Magnetic Beads; Cell Signaling). Liver from pups and adult control and Alb-D2KO mice were snap frozen and stored at −80 °C. Four P1 samples (*n* = 4) were studied. Each sample was made up of a pool of 3 livers, totaling 12 mice: two samples were obtained from 6 Cre control animals and 2 samples were obtained from 6 Alb-D2KO animals. Two P5 sample were studied, each made up of a pool of three livers, totaling six mice. One sample was obtained from three Cre control animals and one sample was obtained from three Alb-D2KO animals; three adult livers were processed and sequenced individually. All samples were sequenced twice in different days; replication (repeating the whole experiment) was not performed because we studied 12 P1 mice and 6 P5 mice and results in both groups were similar. So, we considered that the P5 data replicated the P1 data, in what we called neonatal data. Chromatin lysates were prepared, pre-cleared with Protein G magnetic beads, and immunoprecipitated with antibodies against the H3K9me3 (Part Number 13969S- dilution 1:50- Cell Signaling). Beads were extensively washed before reverse crosslinking. Chip-enriched DNA was submitted to the Genome facility at University of Chicago for library preparation and sequence using Illumina NovaSEQ6000. FASTQ files obtained from sequencing were aligned to the Mouse mm10 genome in Partek-flow platform (Partek Inc. v.10.0.21.0509) using the BWA (v.0.7.17). The peaks were identified using MACS2 (v.2.1.1) tool, broad region and *p* < 0.05, compared with respective input samples and annotated using the gencode.vM24. This led us to P1: 280,580, P5: 265,920 and adult: 292,552 peaks in control livers vs. P1: 273,767, P5: 268,693 and adult: 286,124 peaks in Alb-D2KO livers. Areas of H3K9me3 enrichment unique to ALB-D2KO livers were also identified by comparing Alb-D2KO vs. controls samples, which led us to P1: 301,105, P5: 301,098, and adult: 287,032 peaks, which were filtered down to P1: 11,303, P5: 10,005 and adult: 16,730 using –log10(*p*-value)>2.

The following published ChIP-seq datasets from adult mouse liver were reanalyzed and also used in the present studies: histone markers^28^—GSM722760 (H3K4me1); GSM722761 (H3K4me3); GSM851275 (H3K27ac); GSM722762 (P300); GSM722763 (Pol2); GSM722764 (Input); chromatin-folding markers:^31^ Rad21 and CTCF (SRP116021) and TR^27^ (SRP055020). The FASTQ files were aligned to transcriptome with BWA (v.0.7.17) using the Partek flow platform (Partek Inc). The peaks were identified using MACS2 (v.2.1.1) tool (*p* < 0.05), compared to respective input samples and annotated using the gencode.vM24. In all instances, pre‐ and post-alignment QA/QC was done using Partek Flow (Partek Inc).

### ATAC-seq and analysis

Frozen livers were processed for nuclei isolation using a detergent-free kit (Invent; cat # NI-024). Nuclei integrity was verified under light microscopy (Fig. 2a). Fifty-thousand nuclei were used for the transposase reaction as described^49^. The final libraries were purified using Agencourt AMPure XP beads (Beckman Coulter), and quality checked using a Bioanalyzer High Sensitivity DNA Analysis kit (Agilent); concentration was measured through a qPCR-based method (KAPA Library Quantification Kit for Illumina Sequencing Platforms). Samples were pair-end sequenced with the Illumina HiSeq 4000 platform at the University of Chicago Genomics Facility. The remaining adapter sequences were removed using NGmerge (v.0.3) Sequencing reads were aligned to the Mouse mm10 genome build using BWA (v.0.7.17) and annotated using the gencode.vM24. Sequence quality was assessed using FastQC and tools from the Picard suite including CollectInsertSizeMetrics, which showed an enrichment in short fragments as expected (Fig. 2a). Aligned reads were further filtered to remove chimeric, duplicate, supplementary, and low-quality (MAPQ < 30) alignments. We determined open-chromatin regions (peaks) using Genrich (v.0.6) (*q*-value threshold = 0.05). Run by individual sample, genrich would find only a handful of peaks, which very obviously were not due to ATAC enrichment. These regions were merged across samples into a blacklist of regions and excluded from consideration. Ultimately genrich was run using all samples grouped together while ignoring the blacklisted regions. Differential peaks were identified by overlap subtraction to find open-chromatin regions unique to each condition.

Mouse liver RCAs were classified based on the relative strengths of H3K4me1, H3K4me3, and ATAC signals^31^. Signals were summarized as transcripts per kilobase millions (TPM) values in each RCA region. Those RCA regions with a TPM > 4 for either H3K4me3 or H3K4me1 were segregated into one of three categories, depending on the value of the ratio of H3K4me3 to H3K4me1. High ratios of > 1.5 were classified as a “promoter”; ratios < 0.67 were classified as “enhancer”, while intermediate values were classified as “weak promoter.” Conversely RCA regions with TPM ≤ 4 in both H3K4me3 and H3K4me1 were segregated into one of two categories depending on the relative values of ATAC-seq to H3K4me1 ratio. If the ATAC-seq signal > H3K4me1 signal, then the RCA was categorized as “insulator”. If the ATAC-seq signal < H3K4me1 signal, then the RCA was categorized as “weak insulator”.

For the motif analysis, the nucleic acid sequence of promoter ATAC-seq peak regions were extracted and masked using RepeatMasker (v.4.0.7, using pre-defined settings for mouse). Motif analysis was carried out using the meme-chip command from MEME Suite (v.5.0.5) using the MOUSE/HOCOMOCOv10, MOUSE/uniprobe, MOUSE/chen2008, EUKARYOTE/jolma2013, and JASPAR/JASPAR_CORE_2016_vertebrates motif libraries. This multiple analysis tool identified known motifs, de novo motifs, characteristic distances and co-occurrences, and collapsed hits by motif similarity.

### RNA sequencing and analysis

RNA was isolated from mouse liver using the RNeasy Kit (Qiagen). RNA degradation was monitored using a BioAnalyzer (Agilent). Samples of total RNA with RIN > 7.5 were sent to Genome Technology Access Center at Washington University in St. Louis for library preparation and sequence. Libraries were pair-end sequenced with NovaSeqS4 (Illumina). Base-calls and demultiplexing were performed with Illumina’s bcl2fastq software and a custom python demultiplexing program with a maximum of one mismatch in the indexing read. The FASTQ files were aligned to gencode.vM24 transcriptome with STAR (v.2.6.1d) using the Partek flow platform (Partek Inc.). All pre‐ and post-alignment QA/QC was performed in Partek Flow (Partek Inc.) (Supplementary Fig. 1C). Aligned reads were quantified to annotation model (Partek E/M) and normalized (absolute value). Following the differential analysis (GSA), the biological significance of the changes was interpreted using gene set enrichment analysis (GSEA; Supplementary Data 3) and pathway enrichment analyses (Supplementary Table 2).

### Hi-C data analysis

Publicly available liver Hi-C datasets (GSE65126) were analyzed using the HICUP^50^ pipeline. Briefly, the HICUP (v.0.7.3) pipeline take as input FASTQ data from a Hi-C experiment and produces a filtered set of interaction pairs mapped to the reference genome (mm10). The post-pipeline analysis of the output from HICUP was done using HOMER (v.4.11)^51^ to create Hi-C interaction and contact matrices. Matrices were then analyzed for long-range interactions involving p-RCAs, i-RCAs as obtained from the analysis of the ATAC-seq, and H-sites.

### Bioinformatics tools

R-script using the Bioconductor IRanges package^52^ (proximity analysis) was used to obtain the intersection of the H-sites and different chromatin markers on the genomic coordinates for the desired distance. The heat-maps used to analyze proximity between different chromosomes coordinates (Figs. 1b, d, e and  2c, d and Supplementary Fig. 1A), were generated using the interactive platform for analysis Easeq. BED files containing the start/end chromosomal coordinates of each peak were used to generate the images. The circos plots (Fig. 4f and Fig. S2A–J) were created with Circa software (v.1.2.1) tool (http://omgenomics.com/circa). The Integrative Genomics Viewer (IGV) 2.7.2 version was use to visualize and integrated all the genomic data analysis (http://www.broadinstitute.org/igv). The analysis of the topologically associated domains (TADs) and RCA regions (intergenic and promoter) were done using bedops (v.2.4.38)^42^. The results from the bedops were mined for relevant intersections using an R script.

## Supplementary information

Supplementary information

Peer Review File

Description of Additional Supplementary Files

Supplementary data 1

Supplementary data 2

Supplementary data 3

Supplementary data 4

Supplementary data 5

Supplementary data 6

Supplementary data 7

## Data Availability

The data that support this study are available from the corresponding author upon reasonable request. The sequencing data generated in the course of this study have been deposited in the GEO under accession number GSE162930. The following publicly available datasets used in the manuscript were downloaded using GEO platform: histone markers—H3K4me1 (GSM722760); H3K4me3 (GSM722761); H3K27ac (GSM851275); P300 (GSM722762); Pol2 (GSM722763); Input (GSM722764); chromatin-folding markers: Rad21 and CTCF (SRP116021) and TR (SRP055020).

# Supplementary material for: Neonatal thyroxine activation modifies epigenetic programming of the liver
**Source:** Nat Commun. 2021 Jul 21;12:4446. doi: 10.1038/s41467-021-24748-8
**Supplement:** Supplementary file 1 — Supplementary information

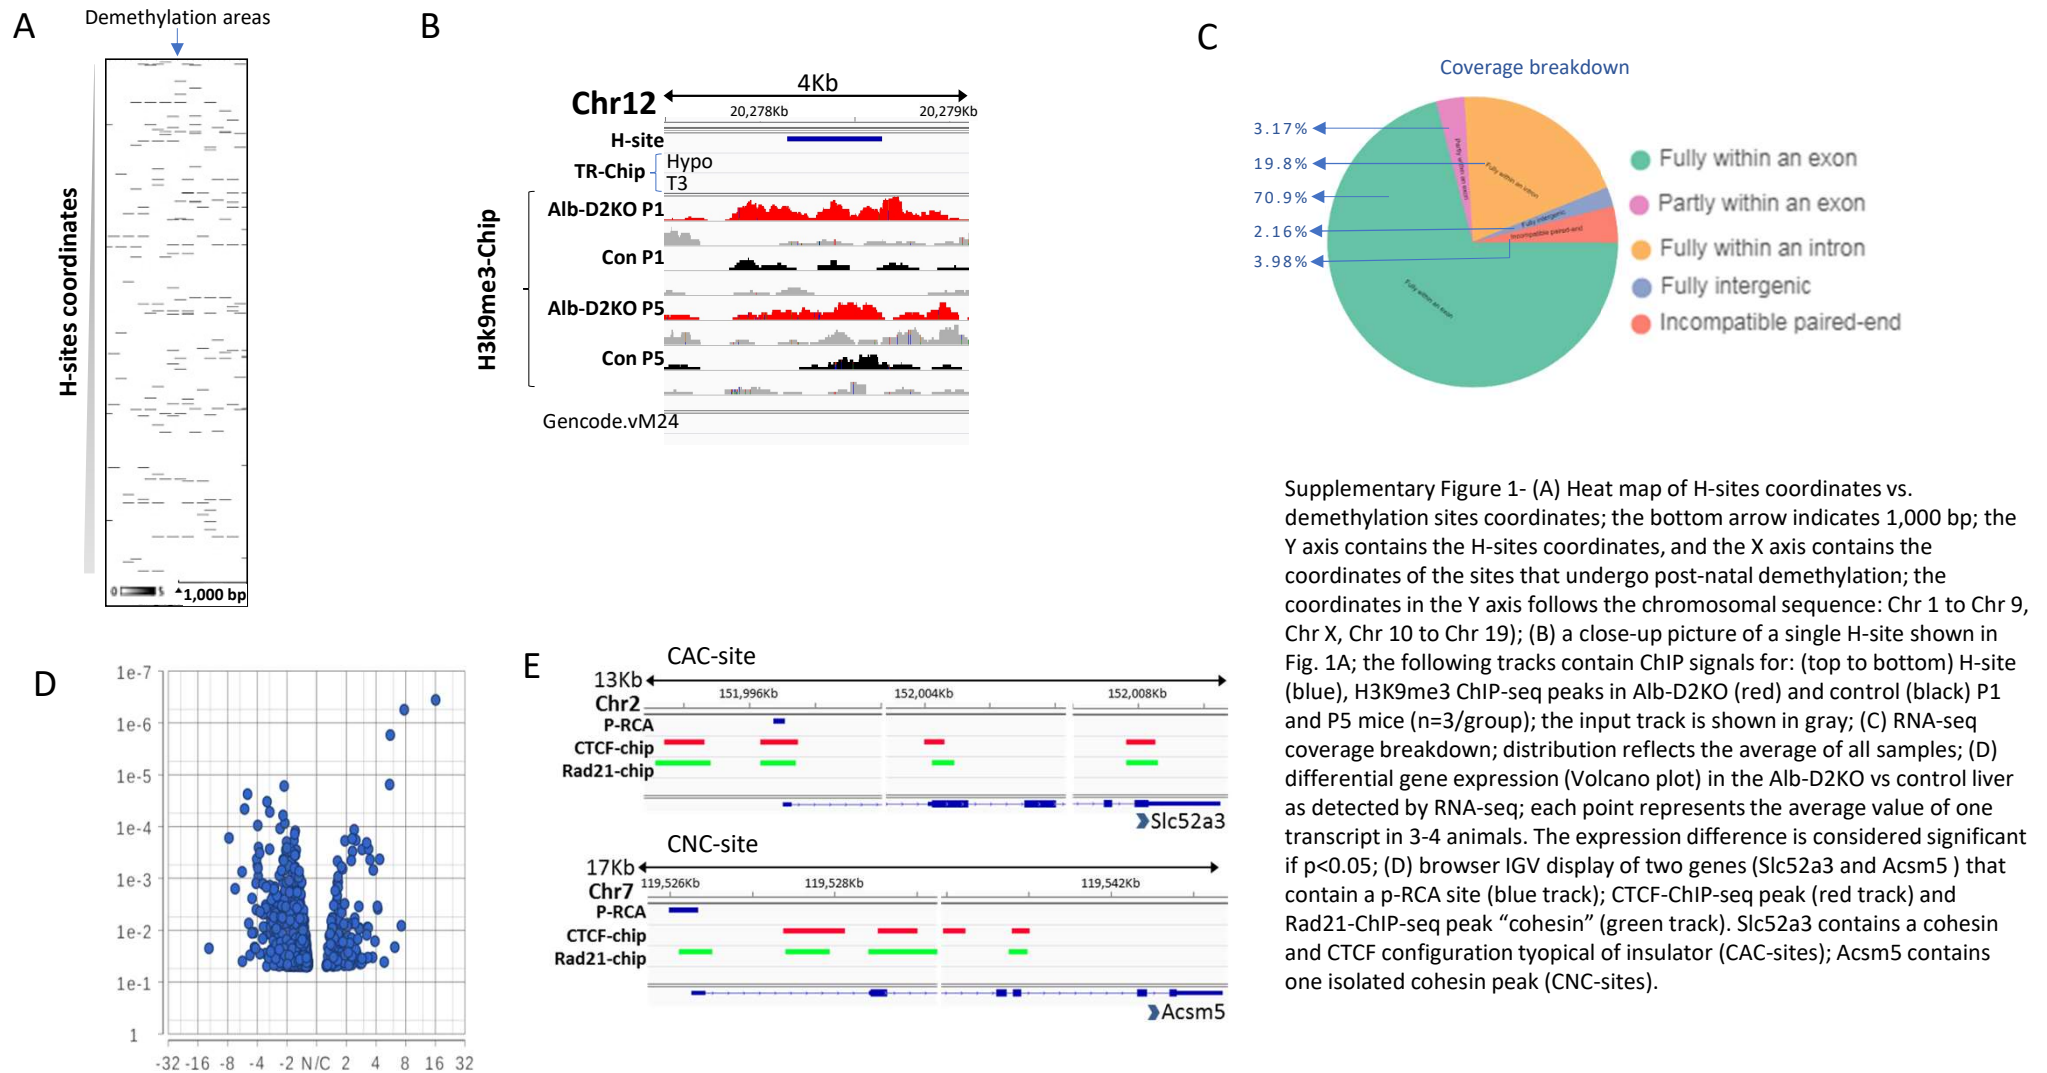

Supplementary Figure 1- (A) Heat map of H-sites coordinates vs. demethylation sites coordinates; the bottom arrow indicates 1,000 bp; the Y axis contains the H-sites coordinates, and the X axis contains the coordinates of the sites that undergo post-natal demethylation; the coordinates in the Y axis follows the chromosomal sequence: Chr 1 to Chr 9, Chr X, Chr 10 to Chr 19); (B) a close-up picture of a single H-site shown in Fig. 1A; the following tracks contain ChIP signals for: (top to bottom) H-site (blue), H3K9me3 ChIP-seq peaks in Alb-D2KO (red) and control (black) P1 and P5 mice (n=3/group); the input track is shown in gray; (C) RNA-seq coverage breakdown; distribution reflects the average of all samples; (D) differential gene expression (Volcano plot) in the Alb-D2KO vs control liver as detected by RNA-seq; each point represents the average value of one transcript in 3-4 animals. The expression difference is considered significant if  $p < 0.05$ ; (E) browser IGV display of two genes (Slc52a3 and Acsm5) that contain a p-RCA site (blue track); CTCF-ChIP-seq peak (red track) and Rad21-ChIP-seq peak “cohesin” (green track). Slc52a3 contains a cohesin and CTCF configuration typical of insulator (CAC-sites); Acsm5 contains one isolated cohesin peak (CNC-sites).

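The p-RCA of Slc52a3 (chromosome 2 from 151996511 to 152009258, plus strand) ran from 151996374 to 151996544, over the gene start and 5′ UTR, with an AUC of 249 and a summit −log10 q of 3.32. A second, intergenic RCA lay upstream from 151994881 to 151995046 (AUC 272). Acsm5 (chromosome 7 from 119519463 to 119545551, plus strand) had its p-RCA inside the gene, from 119525991 to 119526343, at the start and 5′ UTR of another transcript, with an AUC of 287 and a −log10 q of 3.10. It also had an intronic RCA (AUC 352) and an exonic one (AUC 227). Neither p-RCA held a CTCF consensus site within 1 mismatch, and both had an AUC under 300.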

Supplementary Figure 1

| (a) Motif found                   | (b) Distribution       | (c) Known or Similar Motifs | (d) E-value | (e) P-value |
|-----------------------------------|------------------------|-----------------------------|-------------|-------------|
|                                   |                        | SP1, SP1, SP3               | 2.9e-041    | 9.1e-21     |
|                                   | Not Centrally Enriched | ZNF143, ZNF143, ZNF143      | 3.5e-016    |             |
|                                   |                        | CTCF                        | 7.1e-013    | 3.2e-16     |
|                                   |                        | Klf1                        | 6.1e-010    | 2.8e-13     |
|                                   |                        | E2F3                        | 2.4e-007    | 1.1e-10     |
|                                   |                        | NRF1                        | 4.3e-007    | 1.9e-10     |
|                                   |                        | ELK1                        | 4.7e-007    | 2.1e-10     |
|                                   |                        | ZNF263, SP2, SP1            | 3.7e-005    | 8.0e-6      |
|                                   |                        | ZFX                         | 9.2e-004    | 4.2e-7      |
|                                   |                        | TFAP2A                      | 9.6e-004    | 4.4e-7      |
|                                   |                        | EGR2                        | 1.0e-003    | 4.6e-7      |
|                                   |                        | NR2F1                       | 8.7e-003    | 4.0e-6      |
|                                   |                        | ZFX                         | 3.8e-002    | 1.7e-5      |
|                                   |                        | E2F2                        | 4.1e-005    | 1.9e-8      |
|                                   |                        | NMYC                        | 2.7e-002    | 1.2e-5      |
| Position of best site in sequence |                        |                             |             |             |

Supplementary Figure 2- Transcription factors binding motifs impoverished in the RCA areas in Alb-D2KO liver chromatin as identified through the MEME suite: (A) the logo of each motif; the relative size of the letters indicates their frequency in the sequence; the total height of the letters depicts the information content of the position in bits; (B) the distribution of the best matches to the motif in the sequences as found by a CentriMo analysis; (C) the most similar motifs reported by the motif discovery programs (MEME or CentriMo) compared with known motifs in a motif database; (D) E-value is the adjusted p-value multiplied by the number of motifs in the input files(s) and (E) p-value that is the statistical significance of the motif enrichment adjusted for multiple tests; the enrichment p-value of a motif is calculated by using the one-tailed binomial test on the number of sequences with a match to the motif ("Sequence Matches") that have their best match in the reported region ("Region Matches"), corrected for the number of regions and score thresholds tested ("Multiple Tests"). The test assumes that the probability that the best match in a sequence falls in the region is the region width divided by the number of places a motif can align in the sequence (sequence length minus motif width plus 1).

Supplementary Figure 3

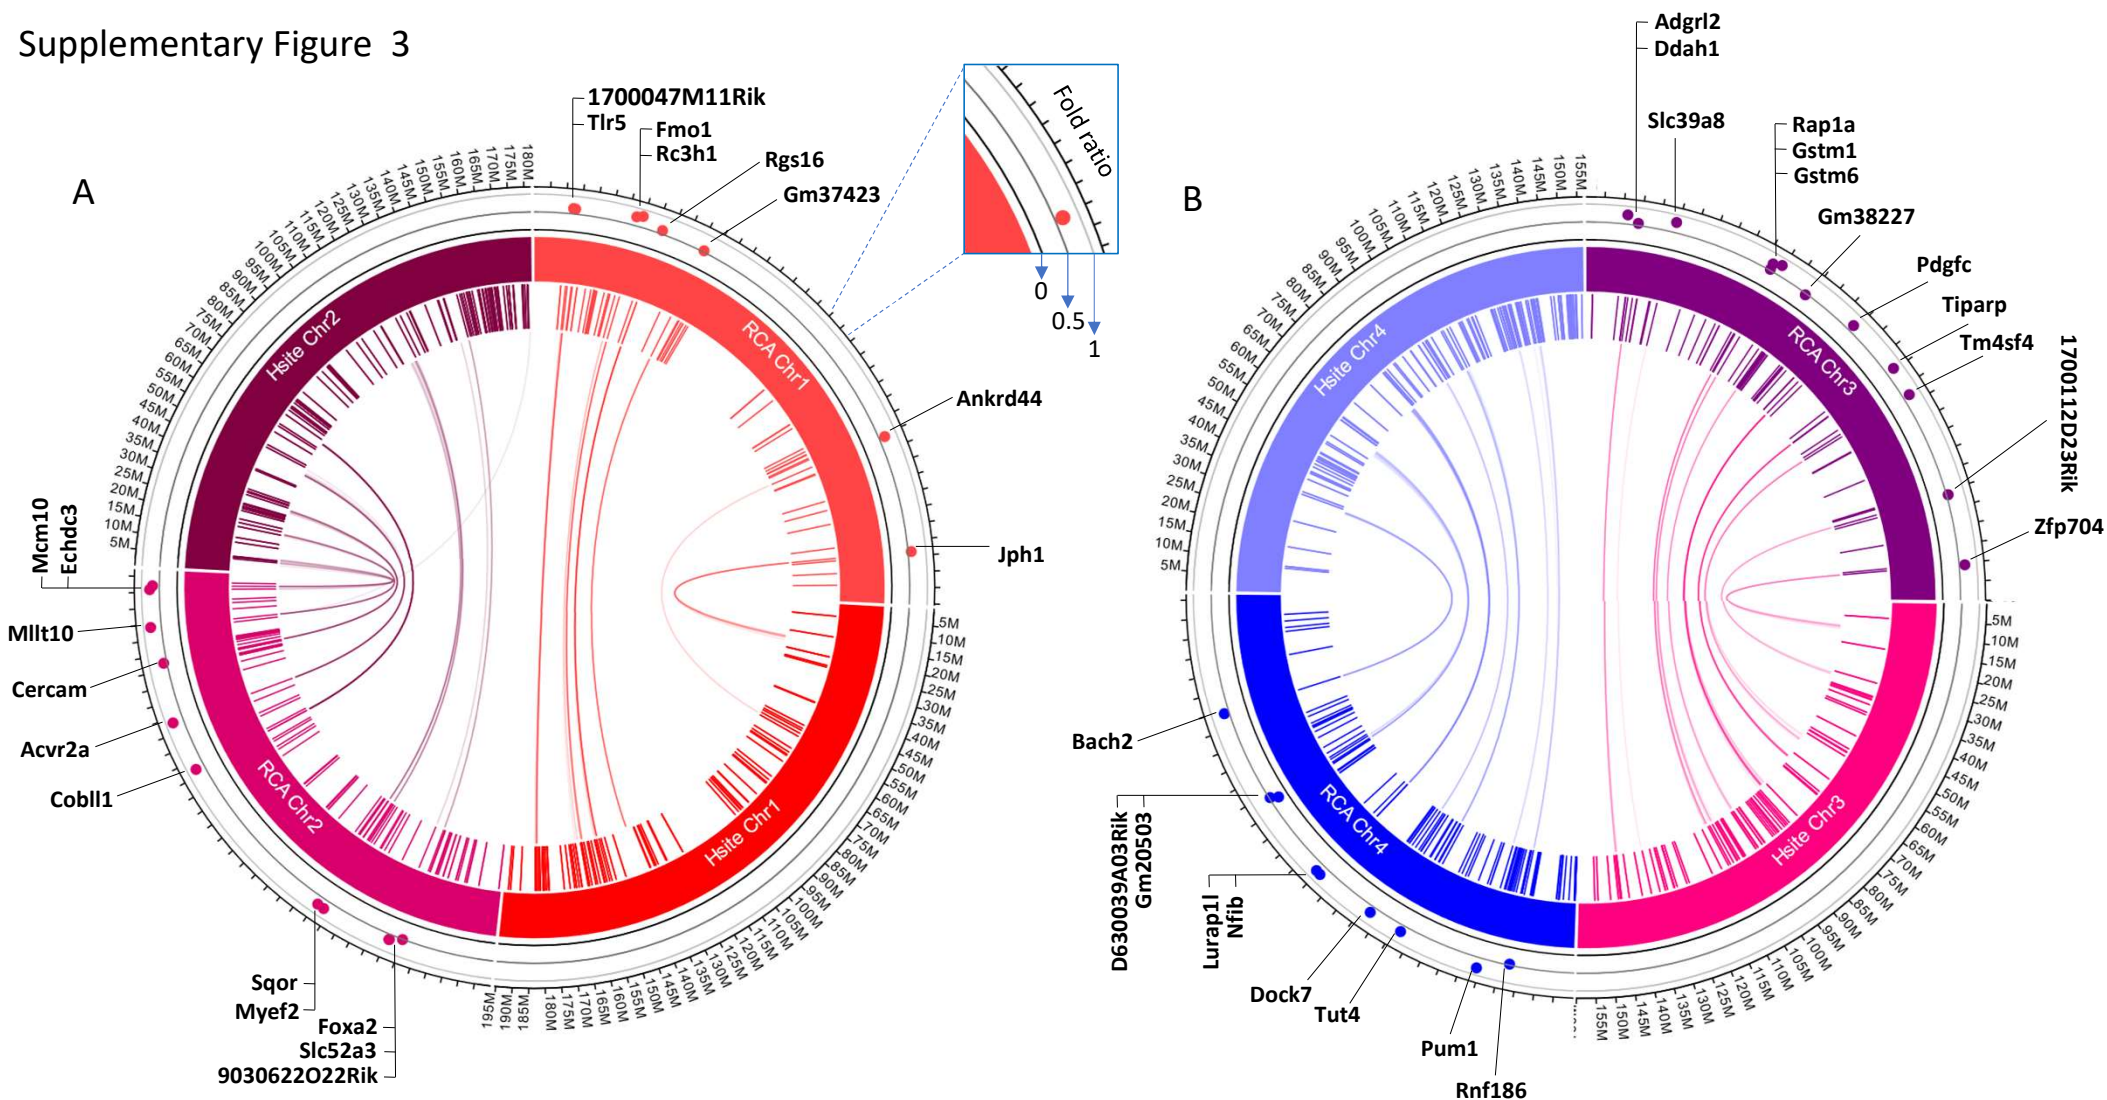

Supplementary Figure 3 (A-J) - Circa diagrams of the indicated chromosomes depicting H-sites and p-RCA areas of indicated 146 genes in which the p-RCA areas are within 5Kbp of the negative RNA-seq peaks. The outer ring (shown in the inset) is the ratio *Alb-D2KO* / Control gene expression: the inner black line is "0"; the dark gray line "0.5" and light gray line "1" fold-change; the location of the p-RCA and the H-sites are indicated in the inner ring for each chromosome; the connecting lines indicate positions of areas-1 and areas-2 from Hi-C data.

Supplementary Figure 3

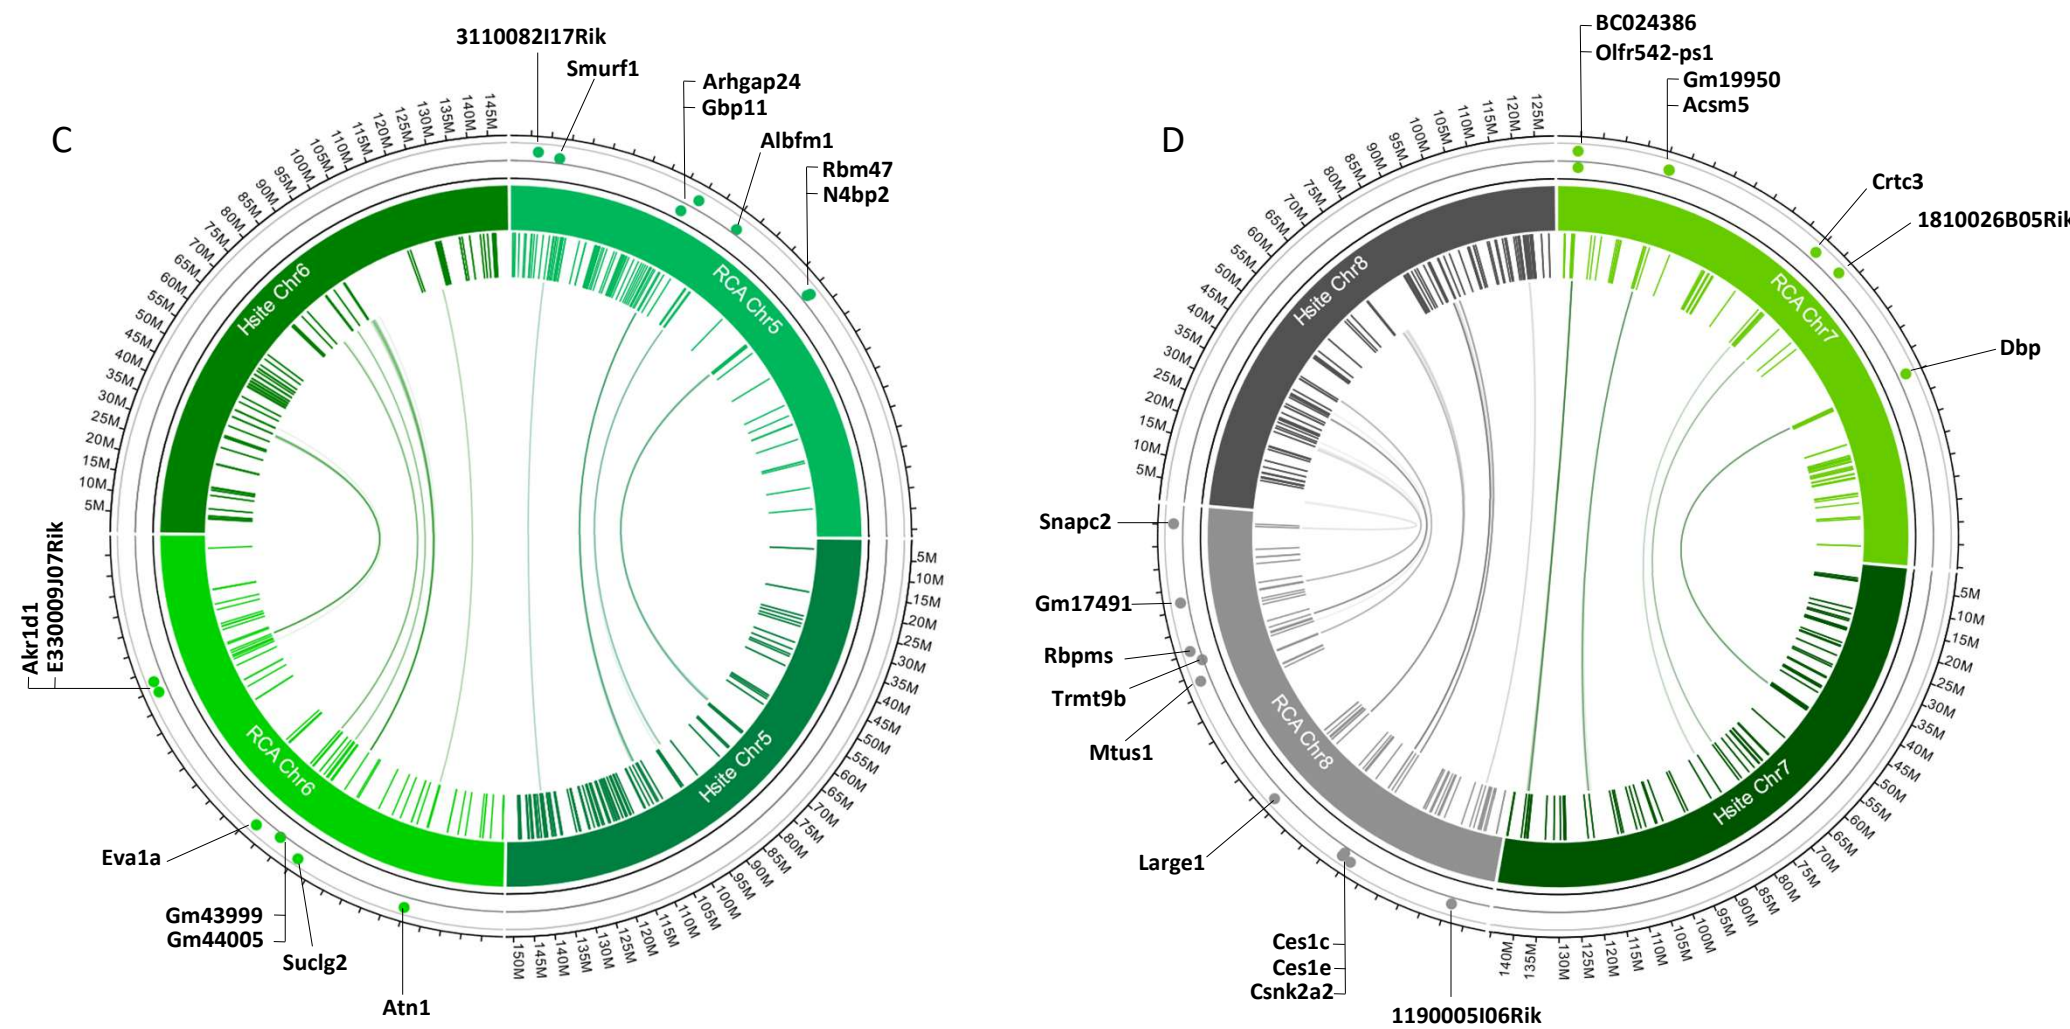

Supplementary Figure 3

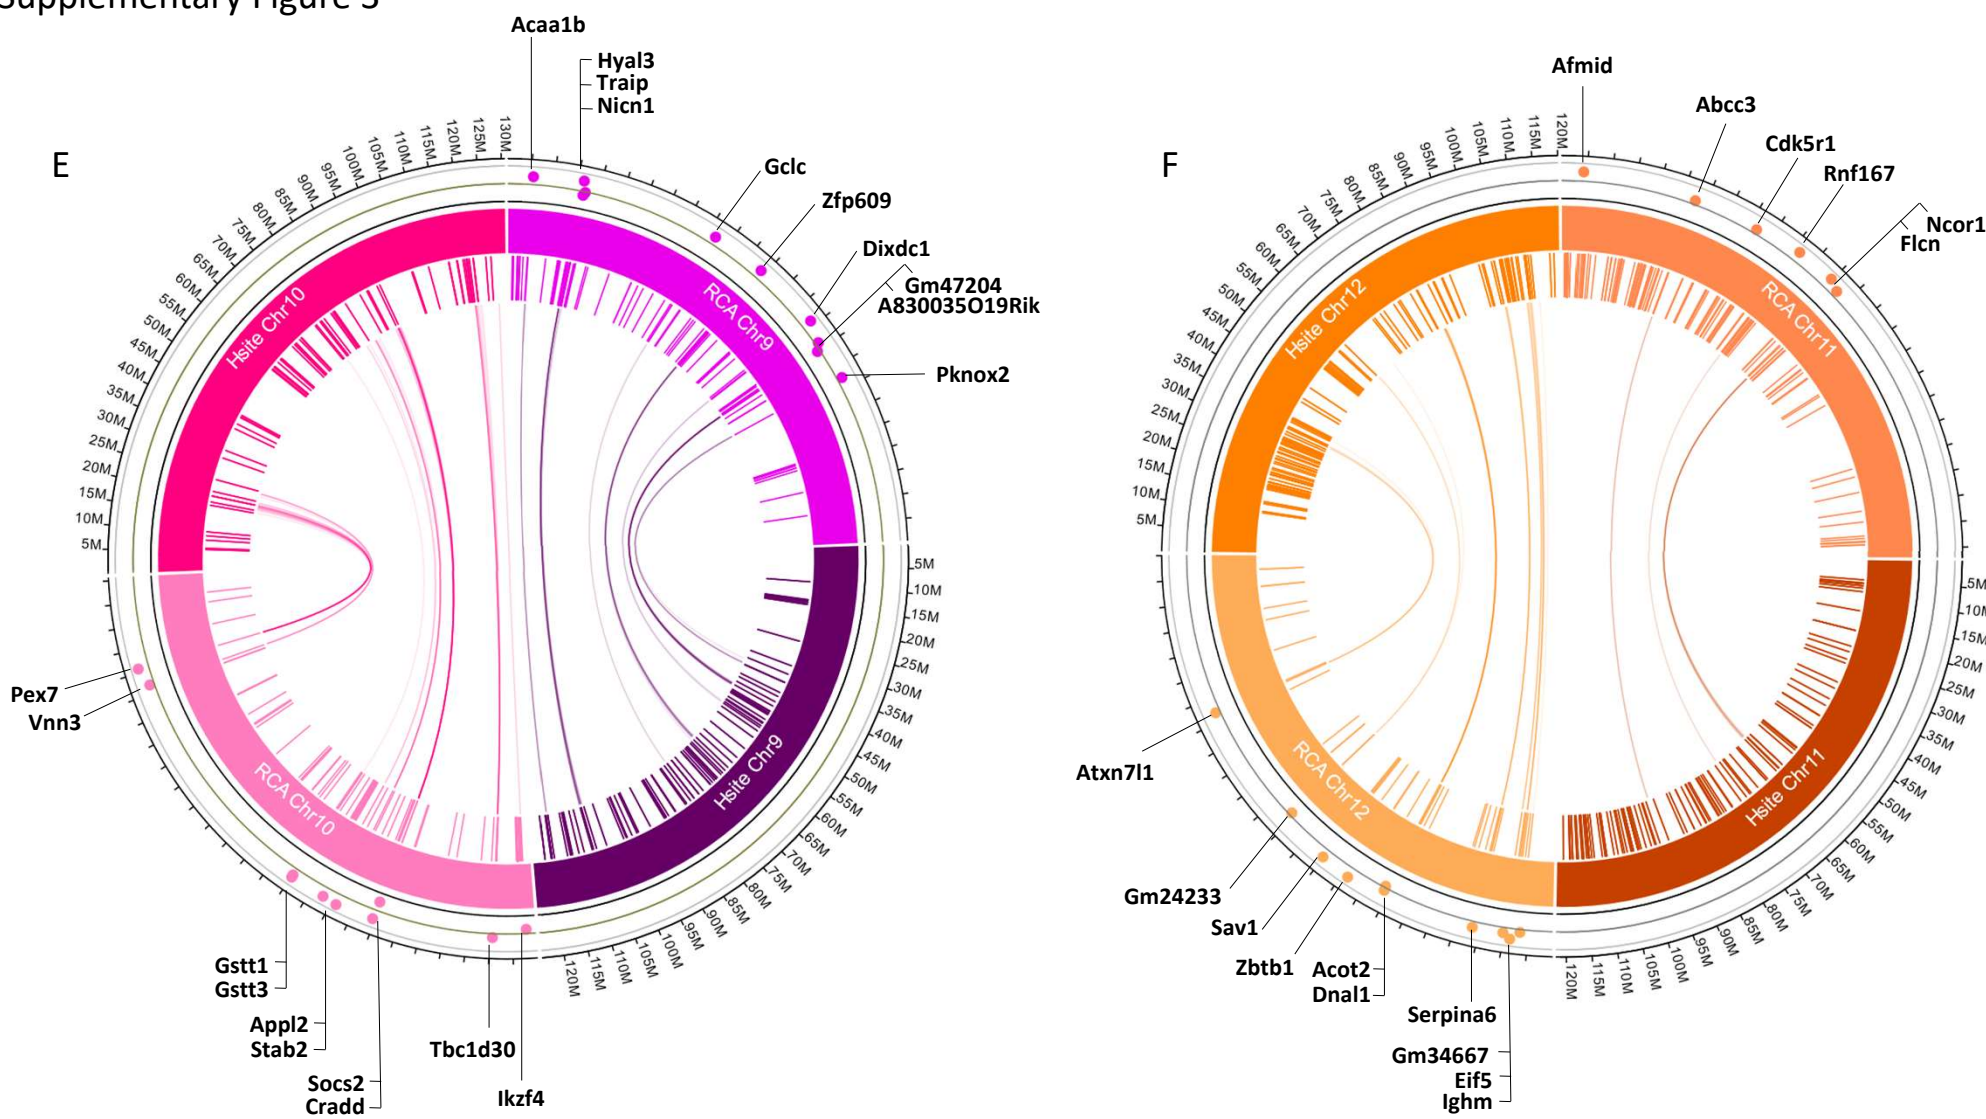

Supplementary Figure 3

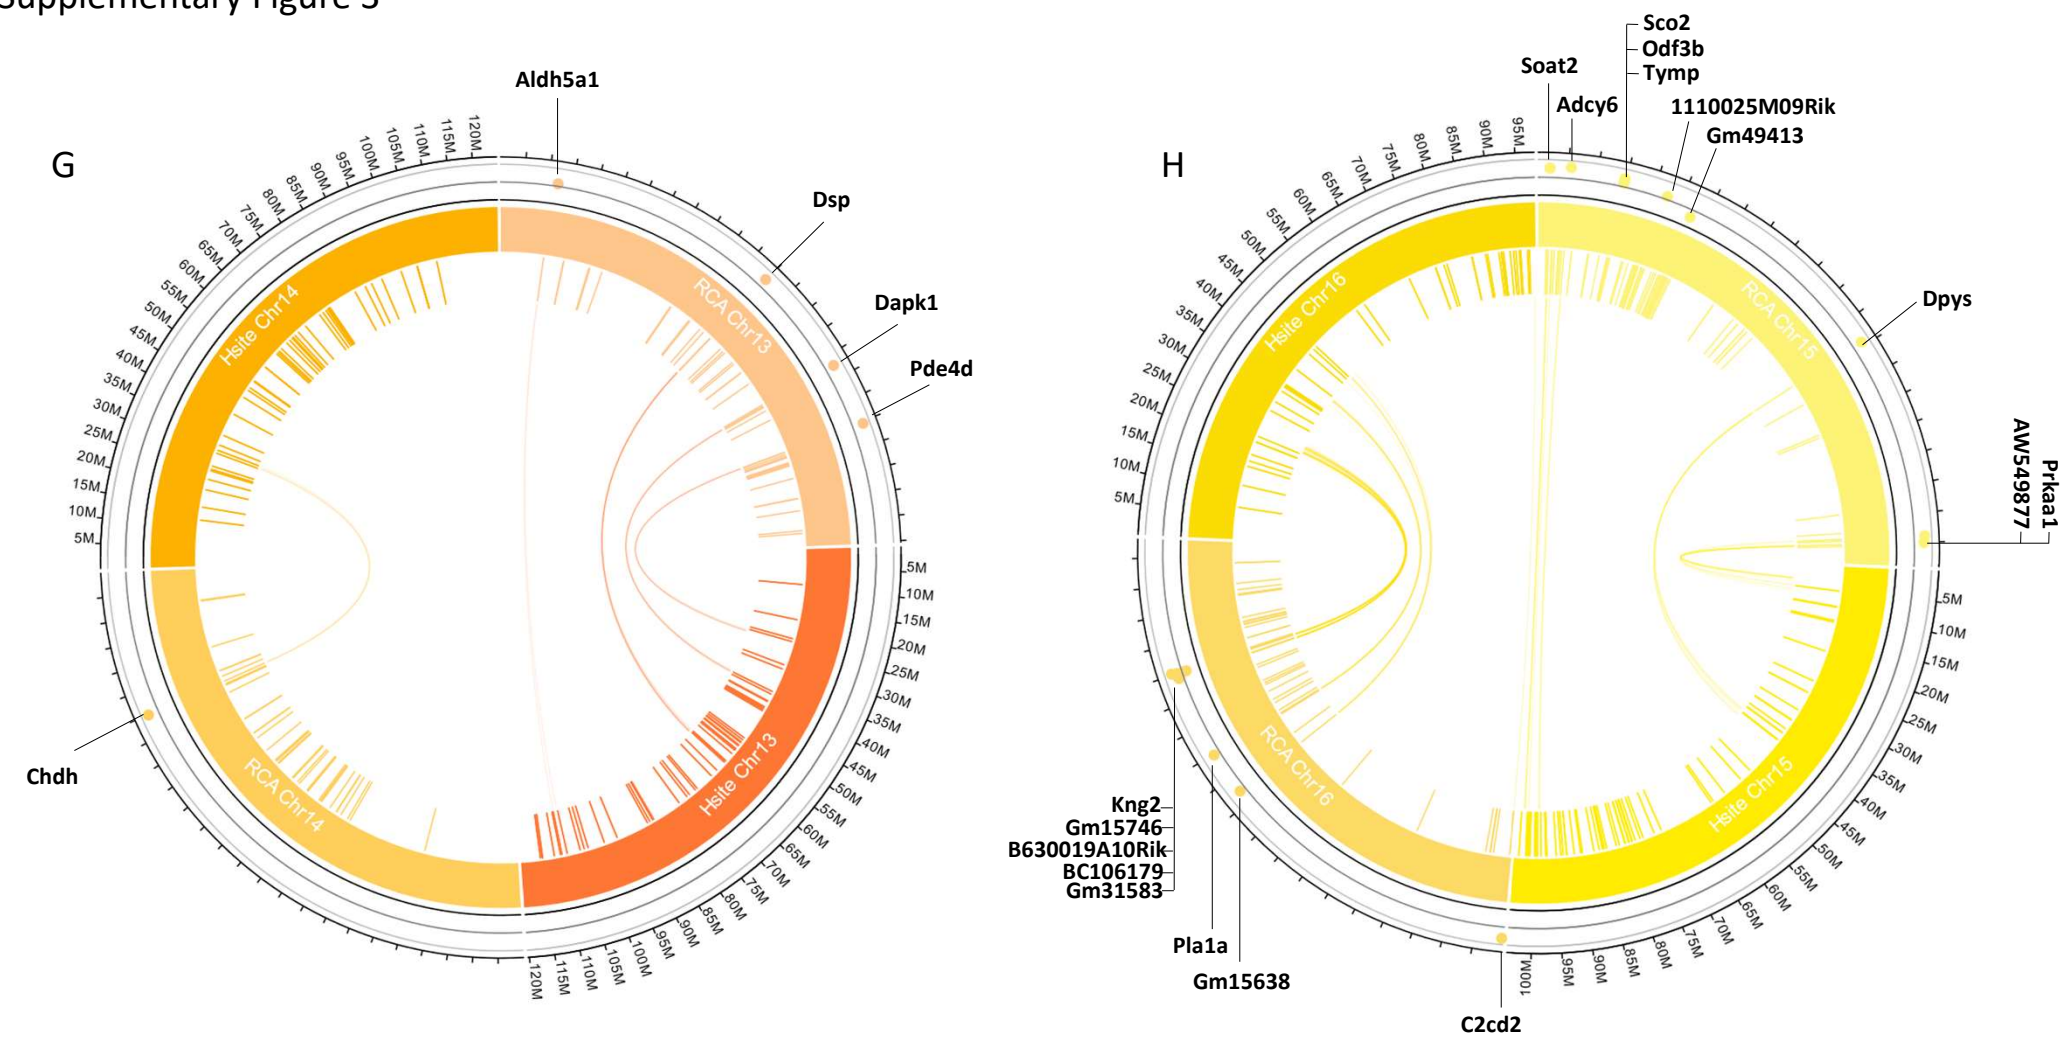

Supplementary Figure 3

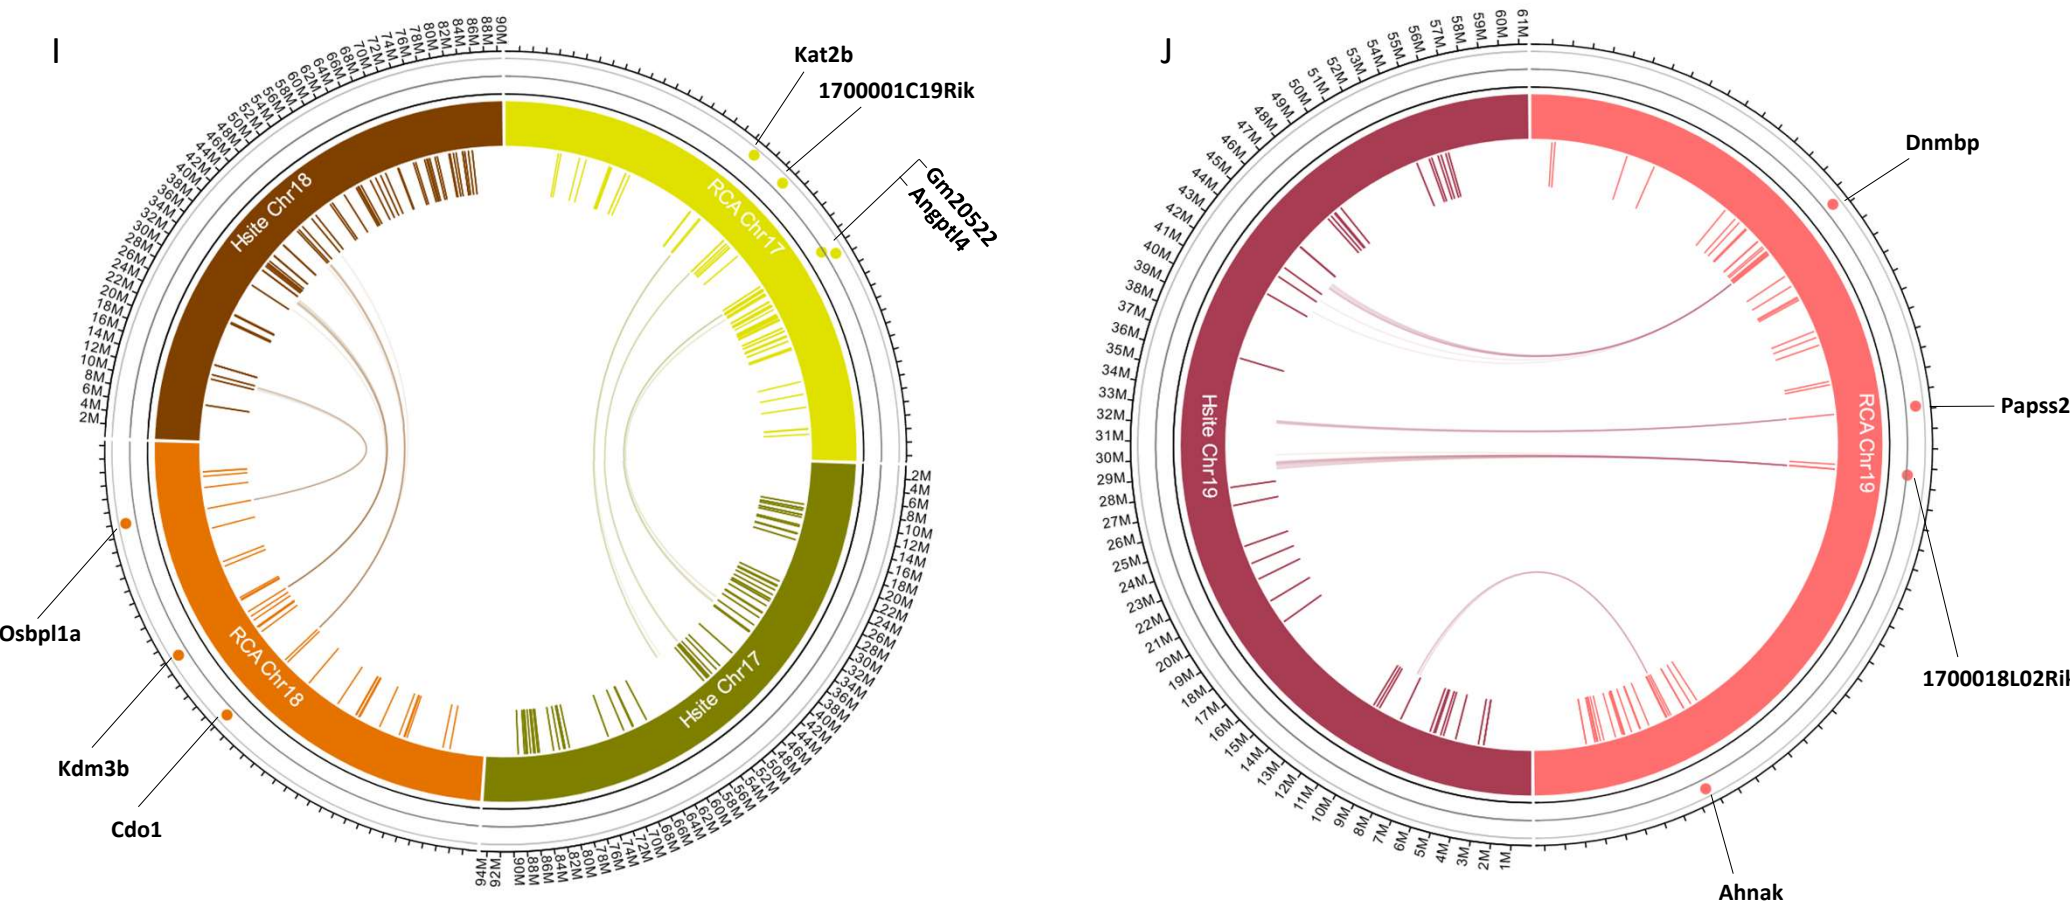

**Supplementary Table 1-** H-sites coordinates in Alb-D2KO mouse liver that are imbedded in areas enriched with H3K9me3. Also shown is the presence of a TR ChIP-seq peak within 10,000 bp.

| H-sites    |           |           | H-sites imbedded in H3K9me3 area |    |       |       | H-sites flanked by TR-ChIP peaks |      |        |
|------------|-----------|-----------|----------------------------------|----|-------|-------|----------------------------------|------|--------|
| Chromosome | start     | end       | P1                               | P5 | P1+P5 | Adult | H-site                           | uTRs | T3-TRs |
| chr1       | 50386656  | 50387156  | 1                                | 1  | 1     | 0     | 1                                | 0    | 1      |
| chr1       | 25432155  | 25432655  | 1                                | 1  | 1     | 0     | 1                                | 0    | 0      |
| chr1       | 188902621 | 188903121 | 1                                | 1  | 1     | 0     | 1                                | 0    | 1      |
| chr1       | 64288926  | 64289426  | 1                                | 1  | 1     | 0     | 1                                | 0    | 1      |
| chr1       | 157803869 | 157804369 | 1                                | 1  | 1     | 1     | 1                                | 0    | 1      |
| chr1       | 55362156  | 55362656  | 0                                | 1  | 0     | 1     | 1                                | 0    | 1      |
| chr1       | 88222425  | 88222925  | 1                                | 1  | 1     | 0     | 1                                | 1    | 1      |
| chr1       | 154688870 | 154689370 | 0                                | 1  | 0     | 0     | 1                                | 0    | 1      |
| chr1       | 67097926  | 67098426  | 1                                | 1  | 1     | 0     | 1                                | 1    | 1      |
| chr1       | 146106370 | 146106870 | 1                                | 1  | 1     | 0     | 1                                | 0    | 0      |
| chr1       | 51747656  | 51748156  | 0                                | 1  | 0     | 0     | 1                                | 1    | 1      |
| chr1       | 95627423  | 95627923  | 1                                | 1  | 1     | 0     | 1                                | 0    | 1      |
| chr1       | 168879369 | 168879869 | 0                                | 1  | 0     | 0     | 1                                | 0    | 0      |
| chr2       | 138496764 | 138497264 | 1                                | 0  | 0     | 1     | 1                                | 0    | 1      |
| chr2       | 162142264 | 162142764 | 1                                | 0  | 0     | 0     | 1                                | 0    | 0      |
| chr2       | 89297843  | 89298343  | 0                                | 1  | 0     | 0     | 1                                | 0    | 1      |
| chr2       | 172058000 | 172058500 | 1                                | 0  | 0     | 1     | 1                                | 0    | 0      |
| chr3       | 93779578  | 93780078  | 1                                | 1  | 1     | 0     | 1                                | 0    | 1      |
| chr3       | 52415078  | 52415578  | 1                                | 0  | 0     | 0     | 1                                | 0    | 1      |
| chr4       | 146486538 | 146487038 | 1                                | 1  | 1     | 0     | 1                                | 1    | 1      |
| chr4       | 77040096  | 77040596  | 1                                | 0  | 0     | 0     | 1                                | 0    | 0      |
| chr4       | 61698966  | 61699466  | 1                                | 0  | 0     | 0     | 1                                | 0    | 1      |
| chr4       | 145449097 | 145449597 | 1                                | 0  | 0     | 0     | 1                                | 1    | 1      |
| chr4       | 61701966  | 61702466  | 1                                | 0  | 0     | 0     | 1                                | 1    | 1      |
| chr4       | 61715966  | 61716466  | 1                                | 0  | 0     | 0     | 1                                | 0    | 1      |
| chr7       | 14596651  | 14597151  | 1                                | 0  | 0     | 1     | 1                                | 0    | 1      |
| chr8       | 96151100  | 96151600  | 1                                | 0  | 0     | 0     | 1                                | 0    | 1      |
| chr8       | 40272646  | 40273146  | 1                                | 0  | 0     | 1     | 1                                | 0    | 1      |
| chr9       | 86902665  | 86903165  | 1                                | 0  | 0     | 0     | 1                                | 0    | 1      |
| chr10      | 126770944 | 126771444 | 0                                | 1  | 0     | 0     | 1                                | 0    | 0      |
| chr10      | 104933944 | 104934444 | 1                                | 1  | 1     | 0     | 1                                | 0    | 1      |
| chr11      | 18181997  | 18182497  | 1                                | 1  | 1     | 0     | 1                                | 0    | 1      |
| chr11      | 18182497  | 18182997  | 1                                | 1  | 1     | 0     | 1                                | 0    | 1      |
| chr11      | 38913498  | 38913998  | 1                                | 0  | 0     | 0     | 1                                | 0    | 1      |

|       |           |           |   |   |   |   |   |   |   |
|-------|-----------|-----------|---|---|---|---|---|---|---|
| chr11 | 25856500  | 25857000  | 1 | 0 | 0 | 0 | 1 | 0 | 1 |
| chr12 | 20274645  | 20275145  | 0 | 1 | 0 | 0 | 1 | 0 | 1 |
| chr12 | 20267145  | 20267645  | 0 | 1 | 0 | 0 | 1 | 0 | 1 |
| chr12 | 20278145  | 20278645  | 0 | 1 | 0 | 0 | 1 | 0 | 1 |
| chr12 | 53220513  | 53221013  | 1 | 0 | 0 | 1 | 1 | 0 | 1 |
| chr12 | 20920139  | 20920639  | 1 | 1 | 1 | 0 | 1 | 0 | 1 |
| chr12 | 27136135  | 27136635  | 1 | 0 | 0 | 0 | 1 | 0 | 0 |
| chr12 | 20239145  | 20239645  | 1 | 1 | 1 | 0 | 1 | 0 | 1 |
| chr12 | 20264645  | 20265145  | 1 | 1 | 1 | 0 | 1 | 0 | 1 |
| chr12 | 20294145  | 20294645  | 0 | 1 | 0 | 0 | 1 | 0 | 1 |
| chr12 | 51492513  | 51493013  | 0 | 1 | 0 | 0 | 1 | 0 | 1 |
| chr12 | 18237694  | 18238194  | 1 | 1 | 1 | 0 | 1 | 0 | 1 |
| chr12 | 18328694  | 18329194  | 1 | 0 | 0 | 0 | 1 | 0 | 1 |
| chr12 | 18229694  | 18230194  | 1 | 1 | 1 | 0 | 1 | 0 | 1 |
| chr12 | 20281645  | 20282145  | 0 | 1 | 0 | 0 | 1 | 0 | 1 |
| chr12 | 20251645  | 20252145  | 1 | 1 | 1 | 0 | 1 | 0 | 1 |
| chr12 | 20845139  | 20845639  | 1 | 0 | 0 | 1 | 1 | 0 | 0 |
| chr12 | 16343694  | 16344194  | 0 | 1 | 0 | 1 | 1 | 0 | 1 |
| chr12 | 23267439  | 23267939  | 1 | 1 | 1 | 0 | 1 | 0 | 1 |
| chr12 | 24425135  | 24425635  | 1 | 0 | 0 | 0 | 1 | 0 | 1 |
| chr12 | 19199145  | 19199645  | 1 | 1 | 1 | 1 | 1 | 0 | 1 |
| chr12 | 68576513  | 68577013  | 1 | 0 | 0 | 0 | 1 | 0 | 1 |
| chr12 | 18243694  | 18244194  | 1 | 0 | 0 | 0 | 1 | 0 | 1 |
| chr12 | 23775135  | 23775635  | 1 | 1 | 1 | 0 | 1 | 0 | 1 |
| chr12 | 53221013  | 53221513  | 1 | 0 | 0 | 1 | 1 | 0 | 1 |
| chr12 | 20269145  | 20269645  | 1 | 1 | 1 | 0 | 1 | 0 | 1 |
| chr12 | 20284645  | 20285145  | 0 | 1 | 0 | 0 | 1 | 0 | 1 |
| chr12 | 20285145  | 20285645  | 0 | 1 | 0 | 0 | 1 | 0 | 1 |
| chr12 | 20291645  | 20292145  | 0 | 1 | 0 | 0 | 1 | 0 | 1 |
| chr12 | 20214645  | 20215145  | 0 | 1 | 0 | 1 | 1 | 0 | 0 |
| chr12 | 20293645  | 20294145  | 0 | 1 | 0 | 0 | 1 | 0 | 1 |
| chr12 | 51492013  | 51492513  | 1 | 1 | 1 | 0 | 1 | 0 | 1 |
| chr12 | 20219645  | 20220145  | 0 | 1 | 0 | 1 | 1 | 0 | 0 |
| chr13 | 111665292 | 111665792 | 1 | 1 | 1 | 1 | 1 | 0 | 1 |
| chr13 | 65311692  | 65312192  | 1 | 0 | 0 | 0 | 1 | 0 | 1 |
| chr14 | 86215693  | 86216193  | 1 | 0 | 0 | 0 | 1 | 0 | 1 |
| chr14 | 90987213  | 90987713  | 1 | 0 | 0 | 0 | 1 | 1 | 0 |
| chr14 | 78282693  | 78283193  | 1 | 0 | 0 | 0 | 1 | 0 | 1 |
| chr14 | 93899281  | 93899781  | 1 | 0 | 0 | 0 | 1 | 0 | 0 |
| chr15 | 18434245  | 18434745  | 1 | 1 | 1 | 0 | 1 | 0 | 1 |
| chr15 | 92696569  | 92697069  | 0 | 1 | 0 | 0 | 1 | 0 | 0 |

|              |          |          |           |           |           |           |           |          |           |
|--------------|----------|----------|-----------|-----------|-----------|-----------|-----------|----------|-----------|
| chr15        | 71782070 | 71782570 | 1         | 0         | 0         | 0         | 1         | 0        | 1         |
| chr15        | 92750069 | 92750569 | 1         | 0         | 0         | 0         | 1         | 0        | 1         |
| chr16        | 84485755 | 84486255 | 1         | 0         | 0         | 1         | 1         | 0        | 0         |
| chr16        | 59284174 | 59284674 | 1         | 0         | 0         | 0         | 1         | 0        | 1         |
| chr16        | 95026393 | 95026893 | 1         | 1         | 1         | 0         | 1         | 0        | 1         |
| chr17        | 41079051 | 41079551 | 1         | 1         | 1         | 0         | 1         | 0        | 0         |
| chr17        | 14094993 | 14095493 | 1         | 0         | 0         | 0         | 1         | 0        | 1         |
| chr18        | 37341346 | 37341846 | 1         | 0         | 0         | 0         | 1         | 0        | 1         |
| chr18        | 72929846 | 72930346 | 1         | 0         | 0         | 0         | 1         | 0        | 0         |
| chr18        | 47646346 | 47646846 | 1         | 1         | 1         | 1         | 1         | 0        | 1         |
| chr18        | 37692346 | 37692846 | 1         | 1         | 1         | 0         | 1         | 0        | 1         |
| <b>Total</b> |          |          | <b>66</b> | <b>51</b> | <b>31</b> | <b>16</b> | <b>86</b> | <b>7</b> | <b>69</b> |

Chr is chromosome; TR is thyroid hormone receptor; uTRs is unoccupied TR, as determined in liver ChIP-seq data obtained in hypothyroid mice, present within 10,000 bp of H-site; T3-TRs is TR occupied with T3, as determined in liver ChIP-seq data obtained in T3-treated mice, present within 10,000 bp of H-site. The presence or absence of the uTR or TR ChIP-seq peak was determined by visual confirmation on the IGV browser, upstream or downstream of each H-site location.

**Supplementary Table 2-** Pathway enrichment analysis of differentially expressed genes in the ALB-D2KO mouse liver.

| Gene set      | Description                                  | Enrichment score | P-value  |
|---------------|----------------------------------------------|------------------|----------|
| path:mmu00983 | Drug metabolism - other enzymes              | 20.5             | 1.22E-09 |
| path:mmu05204 | Chemical carcinogenesis                      | 18.3             | 1.18E-08 |
| path:mmu00982 | Drug metabolism - cytochrome P450            | 17.4             | 2.68E-08 |
| path:mmu00830 | Retinol metabolism                           | 15.5             | 1.79E-07 |
| path:mmu00071 | Fatty acid degradation                       | 14.0             | 8.59E-07 |
| path:mmu03320 | PPAR signaling pathway                       | 12.5             | 3.61E-06 |
| path:mmu00980 | Metabolism of xenobiotics by cytochrome P450 | 11.8             | 7.28E-06 |
| path:mmu00140 | Steroid hormone biosynthesis                 | 11.5             | 9.92E-06 |
| path:mmu00480 | Glutathione metabolism                       | 10.9             | 1.78E-05 |
| path:mmu01100 | Metabolic pathways                           | 10.2             | 3.64E-05 |
| path:mmu01040 | Biosynthesis of unsaturated fatty acids      | 7.9              | 3.79E-04 |
| path:mmu00590 | Arachidonic acid metabolism                  | 7.1              | 8.23E-04 |
| path:mmu00591 | Linoleic acid metabolism                     | 6.5              | 1.48E-03 |
| path:mmu01524 | Platinum drug resistance                     | 5.3              | 4.79E-03 |
| path:mmu01212 | Fatty acid metabolism                        | 5.2              | 0.01     |
| path:mmu00330 | Arginine and proline metabolism              | 5.1              | 0.01     |
| path:mmu00920 | Sulfur metabolism                            | 4.9              | 0.01     |
| path:mmu00360 | Phenylalanine metabolism                     | 4.6              | 0.01     |
| path:mmu00053 | Ascorbate and aldarate metabolism            | 4.6              | 0.01     |
| path:mmu00280 | Valine, leucine and isoleucine degradation   | 4.5              | 0.01     |
| path:mmu00640 | Propanoate metabolism                        | 4.5              | 0.01     |
| path:mmu00040 | Pentose and glucuronate interconversions     | 4.3              | 0.01     |
| path:mmu00340 | Histidine metabolism                         | 4.2              | 0.02     |
| path:mmu04979 | Cholesterol metabolism                       | 4.1              | 0.02     |
| path:mmu00410 | beta-Alanine metabolism                      | 3.9              | 0.02     |
| path:mmu00650 | Butanoate metabolism                         | 3.8              | 0.02     |
| path:mmu00561 | Glycerolipid metabolism                      | 3.7              | 0.03     |
| path:mmu04146 | Peroxisome                                   | 3.6              | 0.03     |
| path:mmu00380 | Tryptophan metabolism                        | 3.4              | 0.03     |
| path:mmu00770 | Pantothenate and CoA biosynthesis            | 3.3              | 0.04     |
| path:mmu05418 | Fluid shear stress and atherosclerosis       | 3.1              | 0.05     |
| path:mmu05225 | Hepatocellular carcinoma                     | 3.1              | 0.05     |
| path:mmu00062 | Fatty acid elongation                        | 3.0              | 0.05     |

Analysis done using Partek Flow package. Gene set column contains the KEGG pathway ID. Enrichment score: negative natural logarithm of the enrichment p-value derived from the Fisher's exact test. The higher the enrichment score, the more overrepresented the KEGG pathway is within the input list of

significant genes. An enrichment score of three is equal to a p-value of 0.05; only pathways with a  $p < 0.05$  are shown.

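Supplementary Table 3 gives a region for each gene, the presence of CTCF and cohesin peaks seen in a genome browser, and the part of the gene where the region lies. All 34 of its regions had the same start and end as a region of the RCA list. The regions were from 171 bp wide, at Slc52a3, to 707 bp wide, at Olfr542-ps1.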

**Supplementary Table 3** – Presence of CTCF and/or Cohesin ChIP-seq peaks in the p-RCA areas of the genes that contain a p-RCA within 5 Kbp of a n-RNA-seq. Genes not shown do not contain either CTCF and/or a Cohesin ChIP-seq peak.

|                 | p-RCA coordinates |           |           |               |           |           |
|-----------------|-------------------|-----------|-----------|---------------|-----------|-----------|
|                 | chr               | Start     | End       | gene location | CTCF      | Cohesin   |
| Jph1            | 1                 | 17097719  | 17098091  | 5' UTR        | +         | +         |
| Rc3h1           | 1                 | 160978442 | 160978644 | 3' UTR        | -         | +         |
| Fmo1            | 1                 | 162866509 | 162866731 | 5' UTR        | +         | +         |
| 1700047M11Rik   | 1                 | 182287826 | 182288094 | 5' UTR        | +         | +         |
| Sqor            | 2                 | 122781608 | 122781964 | 5' UTR        | +         | +         |
| Slc52a3         | 2                 | 151996373 | 151996544 | 5' UTR        | +         | +         |
| Zfp704          | 3                 | 9610026   | 9610292   | 5' UTR        | +         | +         |
| Gm38227         | 3                 | 96268499  | 96268727  | 5' UTR        | +         | +         |
| Ddah1           | 3                 | 145758456 | 145758830 | 5' UTR        | +         | +         |
| D630039A03Rik   | 4                 | 57916192  | 57916684  | 5' UTR        | +         | +         |
| Gm20503         | 4                 | 59003007  | 59003198  | 5' UTR        | +         | +         |
| Lurap1l         | 4                 | 80910539  | 80910771  | 5' UTR        | +         | +         |
| Rbm47           | 5                 | 66098169  | 66098540  | intron        | -         | +         |
| Albfm1          | 5                 | 90560701  | 90561139  | 5' UTR        | +         | +         |
| Gbp11           | 5                 | 105346456 | 105346882 | 5' UTR        | +         | +         |
| Gm44005/Gm43999 | 6                 | 88742655  | 88743083  | intron        | +         | +         |
| Acsn5           | 7                 | 119525990 | 119526343 | 5' UTR        | -         | +         |
| Gm19950         | 7                 | 119620187 | 119620568 | intron        | -         | +         |
| Olfr542-ps1     | 7                 | 140717218 | 140717925 | -             | +         | +         |
| Snapc2          | 8                 | 4250688   | 4250867   | 5' UTR        | +         | +         |
| Ces1c           | 8                 | 93131216  | 93131649  | 5' UTR        | +         | +         |
| Zfp609          | 9                 | 65827661  | 65827896  | 5' UTR        | +         | +         |
| Gclc            | 9                 | 77754387  | 77754633  | 5' UTR        | +         | +         |
| Traip           | 9                 | 107975388 | 107975651 | 3' UTR        | +         | +         |
| Vnn3            | 10                | 23851327  | 23851523  | 5' UTR        | +         | +         |
| Stab2           | 10                | 86972034  | 86972224  | intron        | +         | +         |
| Gm24233         | 12                | 59130264  | 59130503  | -             | +         | +         |
| Serpina6        | 12                | 103657056 | 103657505 | 5' UTR        | +         | +         |
| Dapk1           | 13                | 60601749  | 60601948  | 5' UTR        | +         | +         |
| Kng2            | 16                | 23029015  | 23029479  | 5' UTR        | +         | +         |
| Gm31583         | 16                | 24090027  | 24090422  | 5' UTR        | +         | +         |
| Pla1a           | 16                | 38432879  | 38433347  | 5' UTR        | +         | +         |
| Kdm3b           | 18                | 34776752  | 34777040  | 5' UTR        | +         | +         |
| Stag2           | X                 | 42148924  | 42149305  | 5' UTR        | +         | +         |
|                 |                   |           |           | <b>total</b>  | <b>30</b> | <b>34</b> |

The presence “+” or absence “-” of chip-Seq peak was observed using the IGV browser. The majority of the CTCF or Cohesin peaks were located at the same position that P-RCA. Just 2 RCA sites have the CTCF/Cohesin peaks at  $\leq 300$ bp of distance. RCA is reduced chromatin accessibility; CTCF is CCCTC-binding factor; - 3'-UTR is three prime untranslated regions and 5'UTR is five prime untranslated regions.

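Supplementary Table 4 gives counts per chromosome in one panel and counts divided by chromosome size in the other. The number of RCAs in the deposited list equalled the table's on all 20 chromosomes. With the classes assigned here, p-RCA counts equalled the table's on 2 chromosomes and differed by at most 7, and i-RCA counts differed by at most 2. Dividing the table's RCA counts by its densities gives chromosome sizes that were below the mm10 length on all 20 chromosomes, at 92.0% of it at the median. With those sizes in place of the mm10 lengths, an alternative chosen after seeing the data, Spearman's rho for H-site and RCA density was 0.768 (permutation p = 0.00016).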

**Supplementary Table 4-** Number (upper panel) and density (lower panel) of H-sites, RCAs, p-RCAs and negative RNA-seq peaks in adult Alb-D2KO liver.

| Chr # | H-sites | RCAs | p-RCAs | i-RCA | Rna-seq |
|-------|---------|------|--------|-------|---------|
| 1     | 82      | 416  | 61     | 140   | 104     |
| 2     | 104     | 551  | 96     | 182   | 102     |
| 3     | 73      | 379  | 72     | 135   | 76      |
| 4     | 120     | 608  | 98     | 179   | 67      |
| 5     | 94      | 517  | 108    | 133   | 74      |
| 6     | 78      | 463  | 78     | 155   | 99      |
| 7     | 74      | 463  | 93     | 141   | 103     |
| 8     | 92      | 453  | 72     | 137   | 56      |
| 9     | 83      | 454  | 98     | 140   | 74      |
| 10    | 74      | 440  | 82     | 133   | 93      |
| 11    | 105     | 687  | 166    | 205   | 58      |
| 12    | 151     | 319  | 59     | 113   | 78      |
| 13    | 54      | 315  | 51     | 115   | 65      |
| 14    | 54      | 307  | 50     | 84    | 33      |
| 15    | 65      | 413  | 96     | 112   | 58      |
| 16    | 45      | 253  | 50     | 58    | 38      |
| 17    | 60      | 383  | 87     | 108   | 49      |
| 18    | 57      | 237  | 35     | 72    | 48      |
| 19    | 38      | 321  | 66     | 77    | 45      |
| X     | 5       | 40   | 33     | 6     | 42      |
| Y     | 0       | 2    | 0      | 1     | 1       |

| Chr # | H-sites/Chr Mbp | RCAs/Chr Mbp | p-RCAs/Mbp | i-RCA/Mbp | Rna-seq/Chr Mbp |
|-------|-----------------|--------------|------------|-----------|-----------------|
| 1     | 0.45            | 2.27         | 0.33       | 0.77      | 0.57            |
| 2     | 0.62            | 3.26         | 0.57       | 1.08      | 0.60            |
| 3     | 0.49            | 2.54         | 0.48       | 0.91      | 0.51            |
| 4     | 0.86            | 4.34         | 0.70       | 1.28      | 0.48            |
| 5     | 0.69            | 3.77         | 0.79       | 0.97      | 0.54            |
| 6     | 0.57            | 3.36         | 0.57       | 1.12      | 0.72            |
| 7     | 0.61            | 3.80         | 0.76       | 1.16      | 0.84            |
| 8     | 0.77            | 3.81         | 0.61       | 1.15      | 0.47            |
| 9     | 0.72            | 3.91         | 0.84       | 1.21      | 0.64            |
| 10    | 0.61            | 3.64         | 0.68       | 1.10      | 0.77            |
| 11    | 0.91            | 5.97         | 1.44       | 1.78      | 0.50            |
| 12    | 1.44            | 3.04         | 0.56       | 1.08      | 0.74            |
| 13    | 0.50            | 2.94         | 0.48       | 1.07      | 0.61            |
| 14    | 0.50            | 2.87         | 0.47       | 0.79      | 0.31            |
| 15    | 0.68            | 4.30         | 1.00       | 1.17      | 0.60            |
| 16    | 0.49            | 2.78         | 0.55       | 0.64      | 0.42            |
| 17    | 0.71            | 4.51         | 1.02       | 1.27      | 0.58            |
| 18    | 0.68            | 2.82         | 0.42       | 0.86      | 0.57            |
| 19    | 0.69            | 5.84         | 1.20       | 1.40      | 0.82            |
| X     | 0.04            | 0.30         | 0.25       | 0.04      | 0.31            |
| Y     | n.d.            | n.d.         | n.d.       | n.d.      | n.d.            |

n.d. not determined; Chr is chromosome; H-sites is site of DNA methylation; RCAs is reduced chromatin accessibility area; p-RCAs is RCA area in core promoters; i-RCA is RCA area intergenic; Mbp is mega base pair.

# Supplementary material for: Neonatal thyroxine activation modifies epigenetic programming of the liver
**Source:** Nat Commun. 2021 Jul 21;12:4446. doi: 10.1038/s41467-021-24748-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File name: Supplementary data 1

Description: H-sites chromosome coordinates and gene annotation

File name: Supplementary data 2

Description: Differentially expressed genes in adult ALB-D2KO mouse liver as compared to littermate control samples from Cre-expressing mice

File name: Supplementary data 3

Description: Gene set enrichment analysis of differentially expressed genes in the ALB-D2KO mouse liver

File name: Supplementary data 4

Description: Genes downregulated in the Alb-D2KO mouse liver that are within 5,000 bp of a p-RCA area along with their coordinates. Also included are the function of the p-RCA, the negative transcription factor footprints identified in these p-RCA, the annotation of the nearest H-site, the RNA-seq Alb-D2KO/control ratio and relative drop in expression

File name: Supplementary data 5

Description: Distribution of i-RCA and p-RCA across TADs within chromosome 1

File name: Supplementary data 6

Description: Distribution of i-RCA and p-RCA across TADs within 146 genes containing p-RCA:negative-RNA-seq

File name: Supplementary data 7

Description: Proximity of p-RCA, H-site and i-RCA sites to the area-2 or area-1 obtained from the Hi-C contact matrix

How the deposited data were processed for this re-analysis (not part of the article)

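The data analysed here come from ATAC-seq of adult mouse liver nuclei, with 4 control and 4 Alb-D2KO libraries of 50000 nuclei each. The processed data are 2 lists of open regions on the mm10 build, one of regions open in control and not in Alb-D2KO liver (the RCAs) and one of regions open only in Alb-D2KO liver. The RNA-seq, DNA methylation, ChIP-seq and Hi-C measurements of the paper enter only through its supplementary tables, and their own values were not re-derived.

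The authors trimmed adapters with NGmerge, aligned the reads to mm10 with BWA, and removed chimeric, duplicate, supplementary and poorly mapped alignments. They called regions with Genrich on libraries grouped together, leaving out regions blacklisted from calls on single libraries, and then subtracted the regions of one genotype that overlapped a region of the other. The number that Genrich gave each region runs separately in the 2 lists, and was read as one call per genotype. In the deposited lists, the signal of a region is its area under the curve (AUC), as the authors' peak caller wrote it. Whether that area counts the whole −log10 p or only the part above the calling threshold was not established. The deposited score of a region is that area per base pair times 1000, with a ceiling that 3182 RCAs and 92 Alb-D2KO-only regions reach. The deposited −log10 p and −log10 q belong to the summit of the region and come from the authors' pooled call. The signal was used to describe, rank and filter regions within a list, the −log10 q to filter and describe them, and the score was only checked against the signal. Because the calls are pooled, the lists carry no replicate error, no animal can be left out, and they cannot be split by the library buildouts that the legend of Fig. 2a mentions. Depth per library is unknown from the lists, so no interval or floor that needs read counts is given, and 95% Wilson intervals cover counting error over regions, genes or H-sites only.

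From the lists onwards, each region was assigned to the first class it met of promoter, exon, intron and intergenic, using GENCODE M21, which is an mm10 annotation but not the release that the paper's methods name. A promoter region overlapped the sequence within 200 bp of any annotated start site. The order of classes and the smallest overlap of 1 bp decide regions that meet several features. The total number of open regions per genotype was read from the highest region number in each list, which is a lower bound.

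Densities per chromosome were counts divided by the mm10 length of 20 chromosomes (1 to 19 and X). Spearman's rho was the main coefficient, after the paper, with Pearson's r beside it, 100000 permutations, a jackknife standard error, and Benjamini-Hochberg adjustment over 4 correlations. H-site counts were those of Supplementary Table 4, and H-site positions were read from the part of Supplementary Data 1 that was at hand, after a check of their distances to mm10 start sites. Distances between H-sites, regions and Hi-C intervals were measured edge to edge. Counts within a distance were compared with 10000 circular shifts of the regions within each chromosome, leaving out the first 3 Mb, and tested two-sided. Genes and windows were compared by Fisher's exact test, two-sided. Windows of 1 Mb stood in for TADs, whose coordinates exceed mm10 chromosome ends and were not converted. Motifs were scanned as a consensus on both strands with up to 1 mismatch, against 1 shuffle of each sequence that keeps its dinucleotides, with exact McNemar tests adjusted over 8 motifs. This scan is not the de novo motif search of the paper, which was not repeated. Promoters open in both genotypes were not scanned for comparison. EGR2 was added to the factors listed before the data were examined, because the paper names it beside them. Copies of a region elsewhere in the genome were counted from alignments of at least 95% identity over at least 80% of its length, found with megablast and not started in masked repeats.

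The rule for the genes named in the text was set before the data were examined. It covers the 8 genes of Fig. 3b, the 12 genes that the paper lists with an H-site within 5 kb of their p-RCA, Slc52a3 and Acsm5 of Supplementary Fig. 1E, and the 5 regions of each list with the highest signal with their nearest gene. Dio2 was added as the targeted gene. The text says where another gene or feature was chosen after its values were seen.

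Alternatives set before the data were examined were a q threshold of 0.01, merging of regions within 100 bp, a minimum width of 200 bp, autosomes and X only, promoter windows of 1000 and 3000 bp, the region midpoint, protein-coding genes only, other distances, windows of 500 kb and 2 Mb, chromosomes left out, counts in place of densities, Pearson's r, gene density held constant, other overlap rules, the gene start in place of the gene body, genes with total counts of at least 1000, all RCAs in place of a class, no mismatch, flanking sequence 1000 bp away, and placement in promoter and non-promoter sequence. Since every region has a q under 0.01, a q threshold of 0.001 and an AUC of at least 300 were added after the data were seen. So were the density of control regions held constant, the chromosome sizes implied by Supplementary Table 4, placement within the class of a region, mirrored Hi-C intervals, windows grouped by gene number, 100 shuffles, and up to 2 mismatches at Ncor1.

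The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, samtools 1.23.1 and blastn 2.17.0. They were first tested on simulated data. Of 100 pairs of unrelated simulated lists, 4 were called by the circular shifts, and all 100 pairs with 30 planted neighbours were. Of 200 simulated sets of 20 chromosomes, 8 unrelated sets and 198 sets correlated at 0.8 were called, and 19 sets with only a common cause were called by the partial correlation, so its p-values run somewhat low. The motif scan found all 150 sites planted in 500 sequences, and the shuffles kept the dinucleotides of all 500.

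The positions, classes and signal of the regions open in both genotypes, and so the shares of open regions lost per class, were not analysed here. Of these regions only the number, in all and per chromosome, was taken from the region numbering. Claims that rest on RNA-seq, methylation or ChIP-seq alone carry no added data. The H-sites whose positions were not at hand, most of the total, were not used for distances. No entry of the H-sites that were used was called intergenic.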

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

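The comparison of region AUC with the smallest AUC kept and the comparison of X chromosome regions were tests chosen only after the result was seen.

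The paper reports on regions that close in Alb-D2KO liver, and its text does not describe regions open only there. The reverse list held 250 such regions, against 8031 RCAs. A technical explanation for the imbalance is a weaker signal or a lower depth in the pooled Alb-D2KO libraries, which would let weak regions fall under the calling threshold. Of the RCAs, 84.1% had an AUC under 400, which is less than double the smallest AUC in the list, as had 96.4% of the Alb-D2KO-only regions. Most regions of any peak list lie near its threshold, and the AUCs of the regions open in both genotypes were not analysed here, so the imbalance cannot be told apart from a difference in signal or depth. The design gives a genotype as a biological explanation, and a loss of accessibility over domains would close neighbouring regions together. Neighbouring control regions were both RCAs in 3361 pairs, against a mean of 2904 (SD 34.0) in 10000 relabellings within chromosomes, a ratio of 1.16 (permutation test, two-sided, p = 0.0002, the smallest the relabellings can give). A domain-wide loss would give such a ratio, and so would neighbouring regions of similar strength, so the ratio does not separate these explanations. With an AUC of at least 300, 3276 RCAs and 29 Alb-D2KO-only regions were left, and the imbalance was larger.

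In a stretch of chromosome 4 from 145407372 to 147452354 lay 17 Alb-D2KO-only regions, 6.8% of that list. The stretch was chosen after the positions were seen. When as many regions were drawn at random from the RCAs 10000 times, the fullest 4 Mb held at most 11 and at the median 5 (permutation p = 0.0001, the smallest the draws can give). The 4 Mb around the stretch held 12 RCAs. The AUCs of the 17 regions ran from 201 to 508, with a median of 247. Reads shared between near-identical copies of a sequence are a technical explanation. In the cluster, 41.2% of the regions had another copy in the genome, against 3.56% of the other 225 Alb-D2KO-only regions on the numbered chromosomes, X and Y (Fisher's exact test, two-sided, p = 1.0e-05). Over the full lists the shares were 6.20% and, for RCAs, 0.536% (Fisher's exact test, p = 6.3e-11). A repeated sequence may therefore account for part of the cluster, while 10 of its regions had no copy by this criterion, which does not start an alignment in masked repeats. Copy number or sequence that differs between the animals was not tested, and without a value per animal no biological explanation was tested.

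The X chromosome carried 15 Alb-D2KO-only regions, 6% of that list, against 0.498% of the RCAs (odds ratio 13.2, Fisher's exact test over regions, two-sided, p = 2.6e-11), and the autosomes carried 226. None of the 15 regions had a near-identical copy. A technical explanation is a larger share of X chromosome reads in the Alb-D2KO pool, as more female animals would give, and it predicts that fewer control regions on X than on the autosomes are lost. Of 122 control regions on X, 32.8% were RCAs, against 36.1% on the autosomes (Fisher's exact test, two-sided, p = 0.508), so no such difference was detectable with that number of regions. The low share of X among the RCAs goes with the small number of open regions on X in control liver. Weak signal, with 88.4% of the Alb-D2KO-only regions under an AUC of 300, was not tested for the X chromosome alone, and the sex of the pooled animals was not used here. A genotype effect on the X chromosome stays a hypothesis without a test per animal.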

How the results depend on the processing

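The alternatives chosen only after the result was seen were the q threshold of 0.001, the AUC of at least 300, both densities of control regions held constant, the chromosome sizes implied by Supplementary Table 4, the placement within the class of a region, the mirrored Hi-C intervals, the windows grouped by gene number and the 100 shuffles. The other alternatives to these results were set before the data were examined.

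Over the alternatives to 19 results, 113 values kept their direction and their side of the threshold, or stayed within the range allowed for a count, 11 lost significance, 2 gained it, 16 moved and 1 changed direction. A q threshold of 0.01 removed no region and merging within 100 bp joined none, so these settings could not move a result and show no stability. The correlation of H-site with RCA density stayed positive with a permutation p under 0.05 in all 11 alternatives, from 0.523 to 0.835. The ratio of H-sites within 5 kb of an RCA to its comparison stayed above 1 and significant in all 8, from 2.05 to 5.49. The association of p-RCAs with i-RCAs in windows did so in all 6, with odds ratios from 3.35 to 6.66. The share of H-sites within 500 kb of a p-RCA ran from 37.7% to 54.1%, with 64.4% within 1 Mb, and the entries of Supplementary Data 4 with an RCA from 98 to 146, the latter in genes chosen for having one.

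The threshold on regions moved the counts. With a q threshold of 0.001, 5285 RCAs, 115 Alb-D2KO-only regions and 2013 intronic RCAs were left. With an AUC of at least 300, 3276 RCAs and 29 Alb-D2KO-only regions were left, and 798 promoter, 343 exonic, 1203 intronic and 932 intergenic RCAs. The p-RCA coordinates of the supplementary tables that were found in the list fell from 100% to 68.6% and 49.5% under these thresholds, because their own regions were removed. Promoter windows of 1000 and 3000 bp gave 2523 and 3733 promoter RCAs and left 536 and 317 exonic ones, and the latter window left 2073 intronic RCAs, because the promoter class comes first.

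The odds ratio of a promoter position, RCAs against Alb-D2KO-only regions, was 0.747 and not significant. It reversed to 1.003 with a window of 3000 bp, and became significant with the region midpoint (0.681) and with protein-coding genes only (0.726), where the cause was not tested.

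For H-site and p-RCA density, Pearson's r was 0.436 and no longer significant, and without chromosomes 12 and X it was 0.695 (permutation p = 0.0015). These chromosomes were left out together, so the loss of significance cannot be assigned to either. Spearman's rho, 0.576 with all chromosomes, was 0.705 without chromosome 12 (permutation p = 0.001) and 0.505 without X (permutation p = 0.028). Holding the density of all control regions constant left 0.0456 for H-sites and p-RCAs, 0.356 for H-sites and i-RCAs and 0.0141 for p-RCAs and i-RCAs, none of them significant. With control regions that are not RCAs held constant, the values were 0.226 for H-sites and p-RCAs and 0.333 for p-RCAs and i-RCAs, again not significant, and 0.468 for H-sites and i-RCAs, which stayed significant. The p-RCAs and i-RCAs are themselves part of the control regions, which limits the first of these settings.

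The lower share of down-regulated than of up-regulated genes with an RCA was no longer significant at 1 kb (0.860), around the gene start (0.732) or with total counts of at least 1000 (0.726), and the cause was not tested. It was significant in the remaining alternatives that could move it, from 0.581 to 0.587. The CTCF fold of p-RCAs was 1.00 with an AUC of at least 300, where the single shuffle had the highest CTCF count that 100 shuffles gave. Against those 100 shuffles the fold was 1.26, and over the other alternatives it ran up to 9. Of the other motifs, KLF1, E2F3, ELK1 and EGR2 were no longer significant with no mismatch allowed, where few sites were left, and ELK1 was not in all RCAs, and the cause was not tested. The Hi-C area-2 ratio was 1.07 and not significant with mirrored intervals, which keep the distance to area-1, against 2.25 to 3.40 in the other settings compared with shifts.

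No paired analysis was possible because the lists are pooled calls without values per library. For the same reason no library was left out in turn. The depth of the libraries is unknown, which limits every count of regions absent from Alb-D2KO liver, since a region called absent can lie just under the threshold there. With 20 chromosomes, correlations that differ by less than their standard errors were not separated.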

Differences from the paper's values

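The setting with up to 2 mismatches at Ncor1 was chosen only after the result was seen.

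The paper reports an NRF1 motif in 34 of the p-RCAs of its 146 down-regulated genes. The scan for the NRF1 consensus with up to 1 mismatch found one in 21 of the 156 p-RCAs within 5 kb of these genes. With no mismatch, the only one of the alternatives set before the data were examined for this count, the scan found 0. A scan without mismatch can only lower the count, so it does not bear on the gap.

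The paper's largest number of i-RCAs around an area-2 is 17. Within 50 kb, the largest number counted from the region list was 5. None of the alternatives set before the data were examined closed the gap, with 7 at a distance of 200 kb and 9 with all RCAs in place of i-RCAs. A distance of 10 kb (4) and a q threshold of 0.01 (5) could not raise the number.

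The paper ranks ZNF143 and CTCF next to the most enriched motif of the p-RCAs, in a table that gives the E-value of its motif search. Ranked by the p of the exact McNemar test against shuffled sequences, the consensus scan put SP1 at the top (exact test, p = 9.5e-34), ZNF143 in the fifth place (exact test, p = 0.000113) and CTCF in the seventh (exact test, p = 0.000365). Ranked by fold, ZNF143 was at the top with 5.4 and CTCF in the sixth place with 1.49. With no mismatch, CTCF came next to SP1 by p (exact test, p = 4.2e-09) and after NRF1 and SP1 by fold, at 9. ZNF143 then had sites in 6 p-RCAs and in no shuffled sequence, the fourth place by p (exact test, p = 0.0313). Against flanking sequence, CTCF was in the seventh place by p and by fold (1.80), and ZNF143 in the last by p and the fourth by fold (3.86). In all RCAs in place of p-RCAs, CTCF was at the top by p and by fold (3.68). The scan found a CTCF site in only 4 of the 30 regions that the paper lists with a CTCF peak, so these ranks do not measure CTCF binding.

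The paper describes the footprints on the p-RCAs of its down-regulated genes as mostly grouped. Of the 156 p-RCAs, 24 had 3 or more of 8 motif families and 46 had exactly 1, with a median of 1. The paper's motif search also lists motifs not scanned here, such as ZFX and TFAP2A. Each family was counted once per region, so the measures are unlike and the gap does not bear on the paper's description.

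The paper places Nrf1 and Elk1 footprints in the Ncor1 promoter. The scan with up to 1 mismatch found 0 sites of either motif in the Ncor1 p-RCAs, and 1 of each in each region with up to 2 mismatches, a setting chosen after seeing the values. Without a shuffled count at 2 mismatches, these sites cannot be told apart from chance matches.

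The paper lists 12 genes with an H-site near their p-RCA. For 6 of them, the nearest H-site whose position was read lay farther than 5 kb, from 8.65 kb at Dixdc1 to 397 kb at Pde4d, and most H-site positions were not read.

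The paper gives a smaller upper end for the distance from area-1 to area-2 than the 5.89 Mbp found in its contact table, where contacts over 10 Mb were left out.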

Other observations

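The tests of H-sites near Alb-D2KO-only regions, of the control regions kept in Alb-D2KO liver and of gene length were chosen only after the result was seen.

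The paper's totals of open regions, 22374 in control and 14343 in Alb-D2KO liver, differ by 8031, which is also the number of regions in the RCA list. The highest region number puts the Alb-D2KO total at 14825 or more, 482 above the paper's total. By the same numbers, at least 14575 Alb-D2KO regions overlapped a control region, and 14337 control regions or more were not RCAs.

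Of 393 H-sites with a position, 7 lay within 5 kb of an Alb-D2KO-only region, against a mean of 0.358 (SD 0.641) in 10000 circular shifts, a ratio of 19.6 (permutation test, two-sided, p = 0.0002, the smallest the shifts can give). These H-sites were near 5 Alb-D2KO-only regions, 2 of which had a near-identical copy elsewhere, and 4 of the H-sites fell between 20267146 and 20278645 on chromosome 12. The hypothesis that H-sites also collect at regions that open in Alb-D2KO liver therefore rests on few regions, and reads shared between copies may account for those on chromosome 12, with 1 and 11 copies of the regions there. The 4 H-sites on chromosome 12 lie in the larger island of neonatal H3K9me3 that the paper reports on that chromosome. Whether shared reads also bear on that island was not tested.

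Chromosome 12 had the highest H-site density, and 22 of its 97 H-sites with a position (22.7%) lay between 18 and 24 Mb, a stretch chosen after the positions were seen. The stretch takes in the part of chromosome 12 where the paper reports islands of H3K9me3 around H-sites in neonatal Alb-D2KO liver. Because Dio2 is on this chromosome, sequence of another strain carried along with the floxed allele is a possible explanation for the excess of H-sites. Within 10 Mb of Dio2 lay 12 H-sites, against 16.6 for an even spread, a ratio of 0.725, and 55.6% of 972 intervals of that size on the chromosome held as many. The interval held 52 RCAs, against 54.5 for an even spread, and 1 Alb-D2KO-only region. No excess around Dio2 was therefore seen among the 97 H-sites read. The chromosome has 151 H-sites in all, and unread ones near Dio2 are not ruled out. Repeated sequence in the stretch from 18 to 24 Mb was not tested for all its H-sites, and no biological explanation was tested.

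Several properties of a chromosome can underlie a correlation of densities. H-site density rose with the density of control regions that are not RCAs (Spearman's rho 0.562, permutation p = 0.011) and less clearly with gene density (rho 0.341, permutation p = 0.14). RCA density followed them more closely, with rho 0.865 (permutation p = 1e-05, the smallest the permutations can give) and 0.621 (permutation p = 0.0043). The correlation of H-site with RCA density was 0.704 given gene density, 0.523 given all control regions and 0.589 given the control regions that are not RCAs, with permutation p-values of 0.00074, 0.019 and 0.0069. None of these properties taken singly removed it, although simulated sets with only a common cause still passed this test in 19 of 200 cases. With only RCAs of an AUC of at least 300, the correlation was 0.740 (permutation p = 0.00027). At a q threshold of 0.001 it was 0.693 (permutation p = 0.0011). Both settings were chosen after seeing the data, and by them the correlation did not rest on the weaker RCAs. Whether the spread of the assayed cytosines adds to the correlation was not tested. A biological link beyond the openness of a chromosome stays a hypothesis. Given the control regions that are not RCAs, the correlation was 0.226 for H-sites and p-RCAs (permutation p = 0.34) and 0.333 for p-RCAs and i-RCAs (permutation p = 0.15), so these relations cannot be told apart from the openness of the chromosome.

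At the level of positions, H-sites and RCAs can lie near each other because both lie in and around genes. With RCAs placed at random in sequence of their own class, the H-sites within 5 kb still exceeded the placements by a ratio of 2.05 (permutation p = 0.002, the smallest 1000 placements can give). Among the H-sites read, gene content by class therefore did not account for the whole of the 3.30 found against circular shifts. No entry read for these H-sites was called intergenic, so neither ratio may hold for all H-sites. How the assayed cytosines are spread along the genome was not analysed here, so the excess cannot be assigned to biology.

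Windows with many genes hold more regions of every kind. Among windows compared within 4 groups of similar gene number, the odds ratio for p-RCAs and i-RCAs in the same window was 3.35, against 5.98 without groups (permutation p = 0.0002, the smallest the draws can give). Gene number thus accounted for part of the association and not all of it, and the openness of each window in both genotypes was not analysed here.

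Area-2 intervals lay at a median of 179.9 kb from area-1, a distance that can place them near i-RCAs with or without a contact. Intervals mirrored to the other side of area-1 were near an i-RCA almost as often as area-2, with a ratio of 1.07 (exact McNemar test, two-sided, p = 0.386). Closeness to the promoter region is a possible explanation for the excess over circular shifts. No added effect of the contacts was detectable with 985 pairs of intervals. The 1060 contacts belong to 134 p-RCAs, so a mirrored interval can fall near another contact. Pairs near the same p-RCA are also not independent, so the comparison does not exclude an effect of the contacts.

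An RCA lay within 5 kb of 30.2% of 1335 down-regulated genes, 38.1% of 160 up-regulated genes and 20.4% of 20709 other protein-coding genes. Longer genes can catch more regions, but the up-regulated genes, which had an RCA more often, were the shorter ones, with a median length of 13.3 kb against 20.2 kb for down-regulated and 16.8 kb for other genes. Gene length, by these medians, would push the difference the other way. Around the gene start, the odds ratio of down-regulated against up-regulated genes was 0.732 (95% interval 0.487 to 1.12, Fisher's exact test, two-sided, p = 0.128), against 0.702 over gene bodies, and no longer significant. The paper's RNA-seq values define the groups, and expression itself was not re-derived.

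CTCF sites were more frequent in RCAs of any class than in p-RCAs alone. Of 8021 RCAs, 1630 (20.3%) had a CTCF site, a fold of 3.68 over shuffled sequences, against 11.7% and 1.49 for p-RCAs, a difference that was not tested. Which of these sites bind CTCF in liver was not analysed here.

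Among the Alb-D2KO-only regions, 4 lay close together at Smok2a and Smok2b on chromosome 17, a stretch chosen after the values were seen, and none of them had a near-identical copy. No explanation was tested for them.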
